# Cooperative Control of Ecdysone Biosynthesis in *Drosophila* by Transcription Factors Séance, Ouija Board, and Molting Defective

**DOI:** 10.1534/genetics.117.300268

**Published:** 2017-11-29

**Authors:** Outa Uryu, Qiuxiang Ou, Tatsuya Komura-Kawa, Takumi Kamiyama, Masatoshi Iga, Monika Syrzycka, Keiko Hirota, Hiroshi Kataoka, Barry M. Honda, Kirst King-Jones, Ryusuke Niwa

**Keywords:** *Drosophila*, ecdysone, heterochromatin, steroid hormone biosynthesis, transcription, zinc finger

## Abstract

Ecdysteroids are steroid hormones that control many aspects of development and physiology. During larval development, ecdysone is synthesized in an endocrine organ called the prothoracic gland through a series of ecdysteroidogenic enzymes encoded by the Halloween genes. The expression of the Halloween genes is highly restricted and dynamic, indicating that their spatiotemporal regulation is mediated by their tight transcriptional control. In this study, we report that three zinc finger-associated domain (ZAD)-C_2_H_2_ zinc finger transcription factors—Séance (Séan), Ouija board (Ouib), and Molting defective (Mld)—cooperatively control ecdysone biosynthesis in the fruit fly *Drosophila melanogaster*. Séan and Ouib act in cooperation with Mld to positively regulate the transcription of *neverland* and *spookier*, respectively, two Halloween genes. Remarkably, loss-of-function mutations in *séan*, *ouib*, or *mld* can be rescued by the expression of *neverland*, *spookier*, or both, respectively. These results suggest that the three transcription factors have distinct roles in coordinating the expression of just two genes in *Drosophila*. Given that *neverland* and *spookier* are located in constitutive heterochromatin, Séan, Ouib, and Mld represent the first example of a transcription factor subset that regulates genes located in constitutive heterochromatin.

IN insects, ecdysteroids are the principal steroid hormones that control many aspects of development and physiology, including molting, metamorphosis, longevity, and neuronal functions (Ishimoto and Kitamoto 2011; Yamanaka *et al.* 2013; Niwa and Niwa 2014; Uryu *et al.* 2015). Among endogenously identified ecdysteroids, including 20-deoxymakisterone A and 24(28)-dehydromakisterone A (Lavrynenko *et al.* 2015), the best-characterized biologically active ecdysteroid is 20-hydroxyecdysone (20E), which is derived from the prohormone ecdysone.

Similar to vertebrate steroid hormones, 20E is synthesized *in vivo* through a series of enzymatic steps from suitable sterol precursors such as cholesterol. Although ecdysteroidogenic genes have been intensively studied over the last 15 years, the ecdysone biosynthetic pathway is still not completely understood (Rewitz *et al.* 2006; Niwa and Niwa 2014). During larval development, ecdysone is synthesized in an endocrine organ called the prothoracic gland (PG), whereas the conversion of ecdysone to 20E occurs in peripheral tissues via the cytochrome P450 monooxygenase Shade (Shd) (Petryk *et al.* 2003; Yamanaka *et al.* 2013). In the first step toward ecdysone synthesis in the PG, cholesterol is converted to 7-dehydrocholesterol (7DC) by the Rieske oxygenase Neverland (Nvd) (Yoshiyama *et al.* 2006; Yoshiyama-Yanagawa *et al.* 2011). Although the intermediate steps that convert 7DC to 5β-ketodiol are not entirely understood (Ono *et al.* 2012; Saito *et al.* 2016), at least three enzymes are thought to be involved in this conversion, including Shroud (Sro) (Niwa *et al.* 2010), Spook/Spookier (Spok) (Namiki *et al.* 2005; Ono *et al.* 2006), and CYP6T3 (Ou *et al.* 2011). The conversion from 5β-ketodiol to ecdysone is subsequently catalyzed by three P450 enzymes (Warren *et al.* 2002, 2004; Niwa *et al.* 2004, 2005). We define here “Halloween genes” collectively as genes encoding enzymes involved in the conversion of dietary sterols to ecdysteroids. Null mutations in most of the Halloween genes (except *nvd*, *spok*, and *Cyp6t3*) cause characteristic embryonic phenotypes, where a deficiency in ecdysteroids causes the cuticle to remain undifferentiated (Rewitz *et al.* 2006).

The temporal profiles of the Halloween genes correlate well with the changes in ecdysteroid titer during larval development (Niwa and Niwa 2016a,b). In addition, all known Halloween genes, except for *shd*, display high tissue specificity, as they are predominantly expressed in the PG (Niwa and Niwa 2014; Christesen *et al.* 2016; Ou *et al.* 2016; Nakaoka *et al.* 2017). Such temporally dynamic and spatially restricted expression profiles of the Halloween genes imply a tight transcriptional control network. To date, several transcription factors (TFs) have been implicated in the PG-specific regulation of the Halloween genes, including βFTZ-F1 (Parvy *et al.* 2005; Talamillo *et al.* 2013), Broad (Moeller *et al.* 2013), the CncC-dKeap1 complex (Deng and Kerppola 2013), DHR4 (Ou *et al.* 2011), Knirps (Danielsen *et al.* 2014), Molting defective (Neubueser *et al.* 2005; Ono *et al.* 2006; Danielsen *et al.* 2014), and Ventral veins lacking (Cheng *et al.* 2014; Danielsen *et al.* 2014). Although all these TFs are essential for the expression of ecdysteroidogenic genes in the PG, the tissue distribution of these TFs is not restricted to the PG, raising the question as to how the tissue specificity of ecdysone production is ensured.

In the fruit fly, the most recently identified ecdysteroidogenic TF is Ouija board (Ouib), which displays unique characteristics regarding spatial expression and *in vivo* function (Komura-Kawa *et al.* 2015). The *ouib* gene encodes a DNA-binding protein with five C_2_H_2_-type zinc finger motifs and an N-terminal protein domain known as zinc finger-associated domain (ZAD) (Chung *et al.* 2002). In contrast to other ecdysteroidogenic TFs, *ouib* is specifically expressed in the PG of *Drosophila melanogaster*. Null mutations of *ouib* resulted in developmentally arrested larvae and caused sharply reduced expression of a single Halloween gene, *spok*. Consistent with this finding, the regulatory region of *spookier* harbors a response element that appears to be specific to Ouib. Strikingly, the developmental arrest phenotype of *ouib* mutants was rescued by the overexpression of *spo*, a paralog of *spok* (*spok* overexpression had failed for technical reasons). These observations imply that the primary biological function of Ouib is to specifically regulate *spok* transcription during *Drosophila* development, which led us to propose that Ouib is the first identified invertebrate TF that is specialized for steroid hormone biosynthesis (Komura-Kawa *et al.* 2015; Niwa and Niwa 2016b).

The family of the ZAD-C_2_H_2_-type zinc finger genes underwent extensive duplication events and expansion during insect evolution (Chung *et al.* 2002). In the *D. melanogaster* genome, there are at least 98 ZAD-C_2_H_2_-type zinc finger genes (Chung *et al.* 2007). Besides Ouib, Molting defective (Mld) is another ZAD-C_2_H_2_-type zinc finger protein that is required for ecdysone biosynthesis (Neubueser *et al.* 2005; Ono *et al.* 2006; Danielsen *et al.* 2014). These findings raise the question as to whether additional ZAD-C_2_H_2_ zinc finger genes are involved in the control of ecdysteroidogenic gene expression in the PG and, if so, how these ZAD-C_2_H_2_ zinc finger family members functionally interact with each other.

Here, we describe a third ecdysteroidogenic ZAD-C_2_H_2_ zinc finger gene, designated *séance* (*séan*), which is crucial for ecdysone biosynthesis in the *D. melanogaster* PG. Remarkably, PG-specific expression of *nvd* rescues the lethality associated with a *séan* mutation. We demonstrate that Séan is of particular importance for the control of *nvd* expression through a specific element in the *nvd* promoter region. Moreover, both Séan and Ouib cooperatively act with Mld to positively regulate transcription of *nvd* and *spok*, respectively. Our genetic analysis also showed that we could rescue the larval arrest phenotype of *mld* mutants by the simultaneous overexpression of both *nvd* and *spok*. From an evolutionary perspective, Séan, Ouib, and Mld are found only in Drosophilidae species. Our study raises the intriguing possibility that the three ZAD-C_2_H_2_ zinc finger proteins Séan, Ouib, and Mld have specifically evolved to regulate the transcriptional activity of just two Halloween genes, *nvd* and *spok*, in *D. melanogaster*.

## Materials and Methods

### *Drosophila* strains

*Drosophila melanogaster* flies were reared on standard agar-cornmeal medium at 25° under a 12:12 hr light/dark cycle. *w^1118^* served as a control strain. *y^1^ v^1^ nos-phiC31*; *attP40*, *v^1^* and *y^2^ cho^2^ v^1^*; *attP40{nos-Cas9}/CyO* (Kondo and Ueda 2013) were obtained from the National Institute of Genetics, Japan. The Cas9-expressing line *y^[1]^M{vas-Cas9}ZH-2Aw^[1118]^/FM7c* (stock number #51323), a deficiency (*Df*) strain *w^1118^*; *Df(3R)BSC197/TM6B Tb* that lacks a genomic region that includes the *séan* locus (#9623) (Cook *et al.* 2012), and upstream activating sequence (*UAS)-CG8145(séan)-IR^TRiP.GL00720^* (#43551) (Perkins *et al.* 2015) were all obtained from the Bloomington *Drosophila* Stock Center. We received *UAS-CG8145(séan)-IR* (#35840 and #100854), *UAS-CG11762(ouib)-IR* (#108919), *UAS-CG8159-IR* (#35841), *UAS-CG9793(ranshi)-IR* (#197393), and *UAS-CG9797(M1BP)-IR* (#110498) from the Vienna *Drosophila* RNAi Center (VDRC). The *UAS-nvd-IR-1b* strain was previously described (Yoshiyama *et al.* 2006). *phm–GAL4#22* (McBrayer *et al.* 2007), *w*; *UAS-dicer2*; *phm-GAL4#22/TM6 Ubi-GFP*, *mld^47^* (Neubueser *et al.* 2005), and *mld^4425^* (Ono *et al.* 2006) were kind gifts from Michael B. O’Connor (University of Minnesota). *phm-GAL4* and *Feb36-GAL4* (Siegmund and Korge 2001; Andrews *et al.* 2002) were used as the strains to drive forced gene expression in the PG. *UAS-spo-HA* and *UAS-nvd-Bm[WT]-HA* were previously described (Namiki *et al.* 2005; Yoshiyama-Yanagawa *et al.* 2011).

### Generation of the *CG8145/séance* alleles

We generated *séan* alleles via a clustered regularly interspaced short palindromic repeats (CRISPR)/Cas9 system using the pBFv-U6.2 vector (Kondo and Ueda 2013) provided by the National Institute of Genetics, Japan. We selected three independent target sites (Figure 1D). To minimize off-target effects of the CRISPR/Cas9 system, we designed the single-guide RNA (sgRNA) sequence so that no match existed for any stretch of 15 bases on the third chromosome, using the CRISPR Optimal Target Finder at http://tools.flycrispr.molbio.wisc.edu/targetFinder/ (Gratz *et al.* 2014). Sense and antisense oligonucleotides corresponding to sgRNA target sequences are listed in Supplemental Material, Table S1 in File S2. We inserted annealed 5′-phosphorylated oligonucleotides into *Bbs*I-digested pBFv-U6.2 and *pU63-BbsI-chiRNA* vectors (Addgene). We injected vectors into the embryos of the *y^1^ v^1^ nos-phiC31*; *attP40* or *y^1^ M{vas-Cas9}ZH-2A*, *w^[1118]^/FM7c* strains, and performed Cas9-based gene targeting as previously described (Kondo and Ueda 2013). Genetic crosses and detection of indel (insertion/deletion) mutations at the *séan* locus were either conducted with T7 endonuclease (New England Biolabs, Beverly, MA) as previously described (Kondo and Ueda 2013; Komura-Kawa *et al.* 2015) or by PCR screening of F1 males after they had produced sufficient offspring (for primers see Table S1 in File S2). DNA fragments including the Cas9 target site were amplified by PCR with the extracted genome DNA from each strain, KOD FX Neo (TOYOBO, Osaka, Japan), and the primers (Table S1 in File S2) . Eventually, we isolated one strain for each target site for further analyses. These strains were renamed *séan^33^*, *séan^60^*, and *séan^557^*, all of which caused frameshift mutations within the *séan* ORFs (Figure 1, E and F and Figure S1 in File S1).

**Figure 1:**
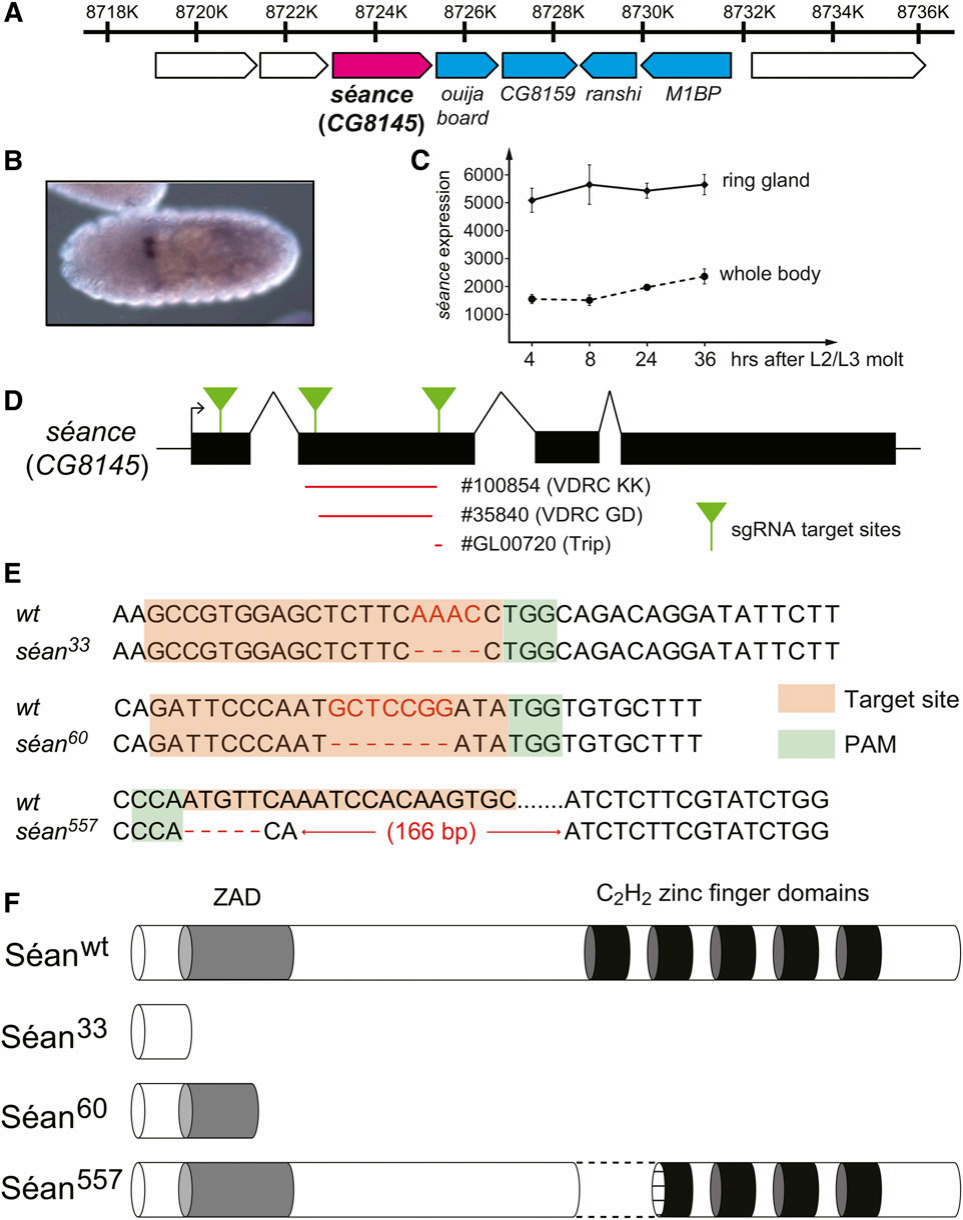
Generation of *séance (CG8145)* mutant alleles by the CRISPR/Cas9 system. (A) The genomic structure of *séance* and surrounding genes. The data are derived from the FlyBase GBrowse website (http://flybase.org/cgi-bin/gbrowse2/dmel/?Search=1;name=FBgn0037617). Numbers indicate the nucleotide positions at the 85A9 cytological location of the chromosome 3R scaffold. Boxed arrows represent gene spans and their directions. *séan* is shown in magenta. Four other ZAD-zinc finger protein genes are shown in cyan. (B) RNA *in situ* hybridization of *Drosophila* embryo with a *séan*-probe. (C) *Séan* expression profile based on four time points during the L3 stage, data retrieved from our previous study (Ou *et al.* 2016). (D) A schematic representation of the *séan* gene showing the sgRNA target sites. Exons are shown as black boxes, the transcription initiation site as an arrow, and sgRNA target sites as green triangles. (E) Sequences of sgRNA target sites and deleted regions of three isolated *séan* alleles: *séan^33^*, *séan^60^*, and sean^557^. The 20-bp target sequence corresponding to each target site is indicated in orange, the neighboring 5′-NGG (or 5′-CCN on the other strand) PAM in green, and the cleavage site of Cas9 is shown as red characters. Deleted regions are indicated by hyphens. (F) Predicted protein structures of *séan* alleles. Séan^33^ and Séan^60^ are composed of 33 and 60 amino acids, respectively. Séan^557^ is four amino acids longer than the wild-type protein, but lacks the first zinc finger domain entirely and part of the second zinc finger domain with an in-frame inappropriate amino acid stretch (dotted line). Also, see Figure S2 in File S1. CRISPR, clustered regularly interspaced short palindromic repeats; L3, third instar; PAM, protospacer adjacent motif; sgRNA, single-guide RNA; VDRC, Vienna *Drosophila* RNAi Center; wt, wild-type; ZAD, zinc finger-associated domain.

### Analyzing developmental progression of *séan* mutants

We crossed *séan^33^/TM3 Act-GFP* flies, *séan^60^/TM3 Act-GFP* flies, and *w^1118^* flies with each other. Eggs were laid on grape plates with yeast pastes at 25° for 8 hr. Thirty-six hours after egg laying (AEL), 100 hatched GFP-negative (*séan^33^/+*, *séan^60^/+*, and *séan^33^/séan^60^*) first-instar (L1) larvae were transferred to vials with a standard cornmeal diet (25 larvae per vial). Every 24 hr, larval stages were scored by tracheal morphology as previously described (Niwa *et al.* 2010).

### Quantification of 20E

For quantification with mass spectrometry, we collected L1 (36 hr AEL) for each genotype and determined the wet weight of each sample, after which samples were frozen in liquid nitrogen and stored at −80° until measurement. Extraction of steroids from whole larval bodies, HPLC fractionation, and mass-spectrometric analyses were previously described (Igarashi *et al.* 2011; Hikiba *et al.* 2013). In this study, the quantification range was 0.49–31.25 ng/ml, with a detection limit of 3.68 pg of 20E/mg (wet weight).

For quantification via enzyme-linked immunosorbent assay (ELISA), we harvested *séan^557^* embryos that were laid on grape juice plates within a 6-hr window and transferred them to food plates (standard cornmeal media) at 25°. Control (#51323; Bloomington) and *séan^557^* second-instar (L2) larvae were collected 12–18 hr after the L1/L2 molt. For PG-specific *séan*-RNAi (RNA interference), control (*phm>w^1118^*) and *phm*>*séan*-RNAi (#100854; VDRC) were staged at the L2/L3 (third instar) molt and collected 40–44 hr after the molt. Samples were then processed as previously described (Ou *et al.* 2011).

### RNA *in situ* hybridization

To generate the *séan* RNA probe, we constructed a pBluescriptII SK(−) (Promega, Madison, WI) plasmid containing the *séan* coding sequence (CDS), designated here as *séan*-pBluescript. Using the ReverTra Ace qPCR RT Kit (TOYOBO), we synthesized cDNAs from total RNA isolated from *w^1118^* larval ring glands. A DNA fragment representing the *séan* CDS was amplified by PCR from the cDNAs, and ligated to *Sma*I-digested pBluescriptII SK(−), yielding *séan*-pBluescript. Digoxigenin (DIG)-labeled antisense RNA probes were synthesized using DIG RNA-labeling mix (Roche Diagnostics, Basel, Switzerland) with T3 and T7 RNA polymerases (Thermo Fisher Scientific, Waltham, MA). Fixation, hybridization, and detection were performed as described previously (Lehmann and Tautz 1994; Niwa *et al.* 2004).

### RNA sequencing (RNA-Seq)

We carefully staged control (*phm>w^1118^*) and *phm*>*séan*-RNAi (VDRC #100854) larvae at the L2/L3 molt, and we dissected ring glands at 44 ± 0.5 hr after the molt. These samples were then transferred to ice-cold TRIzol reagent (Thermo Fisher Scientific). For each sample, the lysates of 20 ring glands were vortexed at room temperature for 5 sec, briefly spun down, and stored at −80° until use. Total RNA was isolated by NucleoSpin RNA (Macherey-Nagel, Düren Germany), quantified by RiboGreen Quanti Kit (Thermo Fisher Scientific), and RNA integrity was analyzed by Agilent Bioanalyzer Pico chips. We used 100 ng of total RNA per sample as input for cDNA library synthesis. Each genotype was analyzed by two independent biological replicates for analysis. The Encore Complete RNA-Seq library systems (NuGEN Technologies, San Carlos, CA) were used to produce the cDNA libraries for next-generation sequencing, following the manufacturer’s instructions. The cDNA libraries resulting from the Encore RNA-Seq systems were pooled together in equal concentrations for sequencing at McGill University and the Génome Québec Innovation Centre (Montréal, Canada). We normalized raw data with ArrayStar 4.0 (DNASTAR), and data were analyzed by ArrayStar 4.0, Access (Microsoft, Redmond, WA), and the Database for Annotation, Visualization and Integrated Discovery (DAVID) (Huang *et al.* 2009).

### Quantitative real-time PCR (qPCR)

RNA samples of wild-type adult ovaries, *séan^30^/sean^60^* L1 larvae, and Schneider 2 (S2) cells were isolated using the RNAiso Plus reagent (TaKaRa, Shiga, Japan). Genomic DNA digestion and cDNA synthesis were performed using the ReverTra Ace qPCR RT Kit (TOYOBO). qPCR was performed using the THUNDERBIRD SYBR qPCR Mix (TOYOBO) or Universal SYBR Select Master Mix (Applied Biosystems, Foster City, CA), with a Thermal Cycler Dice TP800 or TP870 system (TaKaRa). We used serial dilutions of a plasmid containing the ORF of each gene as a standard. The expression levels of the target genes were normalized to an endogenous control, *ribosomal protein 49* (*rp49*), (Foley *et al.* 1993) in the same sample. The primers for quantifying *séan* and *mld* are described in Table S1 in File S2. Primers used to amplify *nvd*, *sro*, *spok*, *phm*, *dib*, and *sad* were previously described (McBrayer *et al.* 2007; Niwa *et al.* 2010).

For all other samples, total RNA of whole larvae was isolated following a modified TRIzol protocol, where we substituted sodium acetate with lithium chloride for RNA precipitation. First, 10 ring glands or 10 CNS-ring gland complexes were dissected in ice-cold phosphate-buffered saline (PBS), rinsed twice with fresh PBS, transferred into TRIzol, and snap-frozen in liquid nitrogen. RNA of dissected tissues was extracted using RNeasy Mini (QIAGEN, Valencia, CA) or NucleoSpin RNA kits, following the manufacturers’ instructions. RNA samples (0.1–2 μg/reaction) were reverse-transcribed using an ABI High Capacity cDNA Synthesis kit (Thermo Fisher Scientific), and the synthesized cDNA was used for qPCR (QuantStudio 6 Flex Real-Time PCR System; Thermo Fisher Scientific) using KAPA SYBR Green PCR master mix (D-Mark) with 5 ng of cDNA template, with a primer concentration of 200 nM. Samples were calibrated to *rp49* based on the ∆∆C_t_ method. Primer sequences used for these samples are listed in Table S1 in File S2. The primer design ([T_m_] = 60 ± 1°) was based on the Roche online assay design center.

### Immunostaining

Immunostaining of ring glands was essentially performed as described previously (Imura *et al.* 2017). Dissected larval tissues were fixed in 4% paraformaldehyde in PBS + 0.3% Triton X-100 for 20 min at room temperature. Samples were then washed with PBS and incubated overnight at 4° with primary antibodies: guinea pig anti-Nvd (1:200) (Ohhara *et al.* 2015) and rabbit anti-Phantom (1:200; Phm) (Parvy *et al.* 2005). For this study, we used goat anti-guinea pig Alexa Fluor 488 and goat anti-rabbit Alexa Fluor 555 (Life Technologies, Carlsbad, CA) as fluorescent secondary antibodies. Secondary antibodies were diluted 1:200 and incubated for 1 hr at room temperature. Confocal images were captured using an LSM 700 laser scanning microscope (Zeiss [Carl Zeiss], Thornwood, NY).

### Sterol supplementation experiments

Twenty milligrams of dry yeast was mixed with 38 μl H_2_O and 2 μl ethanol, or supplemented with 2 μl of the following sterols dissolved in 100% ethanol: cholesterol (150 mg/ml; Wako, Osaka, Japan), 7DC (150 mg/ml; Sigma [Sigma Chemical], St. Louis, MO), ecdysone (10 mg/ml; Steraloids, Newport, RI), and 20E (50 mg/ml; Sigma). We crossed *séan^33^/TM3 Ser^1^ GMR2 Act-GFP* flies with *séan^60^/TM3 Ser^1^ GMR2 Act-GFP* flies. Eggs were laid on grape plates with yeast pastes at 25° for 12 hr. We distinguished *séan^33^/séan^60^* from other progenies by the presence or absence of GFP signal of the balancer chromosome. At 36 hr AEL, 50 hatched *séan^33^/séan^60^* L1 larvae were transferred to the yeast paste on grape plates and kept at 25°. Every 24 hr, developmental stages were scored by tracheal morphology.

### UAS vectors, overexpression of genes, GFP reporter constructs, and the generation of transgenic strains

The GAL4-UAS system (Brand and Perrimon 1993) was used to overexpress cDNAs in *D. melanogaster* both *in vivo* and in cultured S2 cells. For all vector constructions in this study, PCR was performed using KOD Plus Neo (TOYOBO).

To generate the *pUAST-séan*-cDNA construct, a *séan* cDNA clone (IP14660; *Drosophila* Genomics Resource Center, Indiana University) was first PCR-amplified, partially digested with *Eco*RI and *Xba*I, and cloned into the pUAST vector using the same enzymes. Transgenic flies carrying the *pUAST-séan*-cDNA construct were generated using conventional *P*-element transformation.

To generate a UAS vector to overexpress a cDNA encoding N-terminal V5 (GKPIPNPLLGLDST)-tagged Séan protein, we first made a pWALUM10-moe vector (Ni *et al.* 2011) with a V5-tag sequence. The oligonucleotides pWAL-V5-N-F and pWAL-V5-N-R (Table S1 in File S2) were annealed and then ligated to *Eco*RI-*Bgl*II-digested pWALIUM10-moe, leading to N-V5-pWALIUM10-moe. In parallel, we amplified the *séan* CDS by PCR with *séan*-pBluescript and specific primers [CG8145_N-V5_F and CG8145_N-V5_R (Table S1 in File S2)] to add *Nde*I and *Nhe*I sites to the 5′ and 3′ ends of the CDS, respectively. The PCR fragment was digested with *Nde*I and *Nhe*I, and then ligated into a *Nde*I-*Nhe*I-digested N-V5-pWALIUM10-moe.

To generate a UAS vector to overexpress *HA-mld*, which encodes N-terminal 3xHA-tagged Mld protein, we obtained a *Drosophila* Gateway vector (pTHW containing 3xHA sequences) from the Drosophila Genomics Resource Center (https://emb.carnegiescience.edu/drosophila-gateway-vector-collection#_References) (#1099). Specific primers, including a Gateway technology recognition sequence (CACC) at the N-terminus, were used for PCR (Table S1 in File S2). The *mld*-pUAST vector (Neubueser *et al.* 2005) (a gift from Stephan M. Cohen, University of Copenhagen, Denmark) was used as template DNA. We performed PCR using KOD Plus Neo (TOYOBO) and ligated the amplified *mld* CDS region into the pENTR TOPO vector (Thermo Fisher Scientific). This ENTRY vector and pTHW were mixed with LR clonase (Thermo Fisher Scientific), leading to *3xHA-mld*-pTHW.

To generate a UAS vector to produce N-terminal 3xTy1 (EVHTNQDPLD)-tagged CG8159 protein, we first made a pBluescript II SK(−) plasmid with a 3xTy1-tag sequence. The oligonucleotides Ty1_x3_For and Ty1_x3_Re (Table S1 in File S2) were annealed and then ligated to a *Sma*I-digested pBluescript II SK(−), leading to *3xTy1*-pBluescript. We amplified the 3xTy1 fragment with 5′ and 3′ extensions by PCR, using the *3xTy1*-pBluescript and the specific primers Ty1ForprimerpBlueGib and Ty1-Rev-primer (Table S1 in File S2). In parallel, we amplified the *CG8159* CDS by PCR with female whole-body-derived cDNA and the primers CG8159-Fwd-Gib and CG8159-Fwd-Gib (Table S1 in File S2). These two PCR fragments were ligated into a *Sma*I-digested pBluescript II SK (−) by the In Fusion Cloning Kit (TaKaRa). This ligated plasmid was digested by *Eco*RI and *Xba*I, and ligated it into *Eco*RI-*Xba*I-digested pWALIUM10-moe.

To generate a UAS vector to express a *D. melanogaster nvd* cDNA, we obtained a clone (#RE52861) from the Berkley *Drosophila* Genome Project (Rubin *et al.* 2000). The RE clone library was made from RNA extracted from *D. melanogaster* 0–22 hr mixed-stage isogenic *y*; *cn bw sp* strain embryos. Sequencing of the 1.7 kb *nvd* cDNA (RE52861) in the pFlc-1 vector revealed two point mutations resulting in amino acid substitutions without changing the reading frame: an AAA to AGA mutation in exon 1 resulting in a K17R substitution, and a CCT to ACT change in exon 2 resulting in a P159T substitution. The QuikChange Site-directed Mutagenesis kit (Stratagene, La Jolla, CA) was used to repair the two changes to the wild-type sequence. Primer sequences used to repair pFlc-1-RE52861 back to the wild-type sequence are described in Table S1 in File S2. The database sequence was confirmed by sequencing the background chromosome on which the mutations were induced as well as the wild-type chromosome. The repaired cDNA was subcloned from the pFlc-1 vector into the *Eag*I and *Kpn*I sites of pUAST.

### Genetic rescue experiments with *séan* and *nvd*

For rescue experiments of *séan* mutants by *nvd* overexpression, *w^1118^*; *séan^60^ phm-GAL4#22/TM6 Tb* and *w^1118^*; *séan^33^ UAS-nvd-Bm[WT]/TM6 Tb* were established by chromosomal recombination on the third chromosomes. The *w^1118^*; *séan^60^ phm-GAL4#22/TM6 Tb* flies were crossed with the *w^1118^*; *séan^33^ UAS-nvd-Bm[WT]]/TM6 Tb* flies. Eggs were laid on standard agar-cornmeal medium at 25° for 24 hr. *Tb^+^* L3 larvae, corresponding to *séan^60^ phm-GAL4#22/ séan^33^ UAS-nvd-Bm* animals, were collected and then survival larvae, pupae, and adults of the animals were scored.

For the rescue experiments of *mld* mutants by simultaneous expression of *nvd* and *spo*, *w^1118^*; *phm-GAL4#22 mld^47^/TM3* and *w^1118^*; *UAS-nvd(without tag) mld^4425^/TM3* flies were established by chromosomal recombination on the third chromosome. We also generated *w^1118^*; *UAS-spo-HA*; *phm-GAL4 mld^47^/TM3*. The flies of *w^1118^*; *phm-GAL4#22 mld^47^/TM3* were crossed with *w^1118^*; *mld^4425^/TM3*, and the flies of *w^1118^*; *UAS-spo-HA*; *phm-GAL4 mld47/TM3* were crossed with *w^1118^*; *UAS-nvd(without tag) mld^4425^/TM3*. The number of rescued adults of *mld^47^*/*mld^4425^* was scored.

For the rescue experiments of *séan^557^* mutants by *séan* overexpression, *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu* flies were established by chromosomal recombination. *UAS-séan-cDNA (1M)*; *séan^557^/TM6B*, *Tb*, *Hu* flies were crossed to *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu*. As a control, the flies of *séan^557^/TM6B*, *Tb*, *Hu* were crossed to *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu*. *Tb^+^*, and progenies were scored for each cross after eclosion.

For the rescue experiments of *séan^557^* mutants by *nvd* overexpression, *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu* and *séan^557^*, *UAS-nvd-cDNA(Bm) /TM6B*, *Tb*, *Hu* flies were established by chromosomal recombination. For homozygotes, the flies of *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu* were crossed to *séan^557^*, *UAS-nvd-cDNA(Bm) /TM6B*, *Tb*, *Hu*. For *trans*-heterozygotes, the flies of *séan^557^*, *phm22-GAL4/TM6B*, *Tb*, *Hu* were crossed to s*éan^60^*, *UAS-nvd-cDNA(Bm) /TM6B*, *Tb*, *Hu*, and the flies of *séan^557^*, *UAS-nvd-cDNA(Bm)/TM6B*, *Tb*, *Hu* were crossed to *séan^33^*, *phm22-GAL4/TM6B*, *Tb*, *Hu*. As controls, the flies of *séan^557^/TM6B*, *Tb*, *Hu* were crossed to *séan^33^*, *phm22-GAL4/TM6B*, *Tb*, *Hu* and *séan^60^*, *UAS-nvd-cDNA(Bm)/TM6B*, *Tb*, *Hu*, respectively. *Tb^+^* progenies were scored for each cross after eclosion.

### Construction of *luciferase* reporter plasmids

We amplified a series of *nvd* upstream regions from *w^1118^* genomic DNA using primers (Table S1 in File S2) to add *Not*I and *Bgl*II sites to the 5′ and 3′ ends, respectively. These amplified *nvd* upstream regions were digested with *Not*I and *Bgl*II, and ligated into a *Not*I-*Bgl*II-digested pGL3-Basic vector luciferase reporter plasmid (Promega). We constructed reporter plasmids with mutated regions from the pGL3-Basic plasmid containing a wild-type upstream 301-bp region by inverse PCR with specific primers (Table S1 in File S2).

The +111 to +32 bp upstream region of *spok* was amplified from *w^1118^* genomic DNA by specific primers (Table S1 in File S2) to add *Sac*I and *Bgl*II sites to the 5′ and 3′ ends, respectively. DNA fragments of the +91 to +32 bp and the +71 to +32 bp upstream regions were prepared by annealing sense and antisense oligonucleotides (Table S1 in File S2) containing *Sac*I and *Bgl*II sites to the 5′ and 3′ ends, respectively. The amplified and annealed upstream regions of *spok* were digested with *Sac*I and *Bgl*II, and then ligated into a *Sac*I-*Bgl*II-digested pGL3-Basic plasmid. All other pGL3-Basic plasmids containing a series of *spok* promoter regions were previously described (Komura-Kawa *et al.* 2015).

### Transfection and luciferase reporter assays

S2 cells were seeded in 1 ml Schneider’s *Drosophila* Medium (Thermo Fisher Scientific) with 10% heat-inactivated fetal calf serum and penicillin–streptomycin solution (Wako) in a 24-well plate (TrueLine) 1 day before transfection. Transfection of S2 cells was performed with an *Actin5C-GAL4* construct (a gift from Yasushi Hiromi), UAS constructs, and a series of pGL3-Basic plasmids using the Effectene Transfection Reagent (QIAGEN), as previously described (Niwa *et al.* 2004). The Copia *Renilla* Control plasmid (#38093; Addgene) (Lum *et al.* 2003) was used as the reference. Construction of *V5-sean*-pWALIUM10-moe and *HA-mld*-pUAST is described above. The *UAS-FLAG-ouib* construct was described previously (Komura-Kawa *et al.* 2015), as was *UAS-GFP.RN3* (Niwa *et al.* 2002). The cells were incubated for 2 days after transfection. They were then processed using a Dual-Luciferase Reporter Assay System (Promega) following the manufacturer’s instructions, and were analyzed with Fluoroskan Ascent FL (Thermo Fisher Scientific).

### Data availability

Strains, DNA plasmids, and primers are available upon request. RNA-Seq data for Table 1, Table S2 in File S2, Table S3 in File S2, and Table S4 in File S2 are available at the Gene Expression Omnibus with the accession code GSE104340, associated with GSM2795618, GSM2795619, GSM2795620, and GSM2795621.

**Table 1:** Term enrichment for genes with differential expression in *séance*-RNAi ring gland samples

Term (*n*)	Number	Fold enrichment	*P*-value	Genes
Up (360)				
Ecdysone biosynthesis (8)	3	15.15	1.79E−10	***sad phm spok***
Oxidoreductase (275)	19	2.79	1.77E−06	*CG32557* ***Cyp18a1 sad phm*** *CG9512 CG7675 P5CDh1 Cyp4g1 CG5167 CG31937* ***spok*** *Cyp6a13 Trx-2 CG3719 Drat AOX3 Cyp6a9 Cyp317a1 v(2)k05816*
Glutathione transferase (39)	5	5.18	3.12E−05	*GstS1* ***GstE14/nobo*** *GstT4 GstD9 GstD10*
Cytochrome P450 (87)	8	3.72	5.19E−05	***Cyp18a1 sad phm*** *Cyp4g1* ***spok*** *Cyp6a13 Cyp6a9 Cyp317a1*
Nuclear receptor (21)	1	1.92	ns	***ftz-f1***
Down (248)				
Ecdysone biosynthesis (8)	1	7.33	1.83E−02	***nvd***
Oxidoreductase (275)	3	0.64	ns	*Cyp4e2 CG14946* ***nvd***
Glutathione transferase (39)	0	0	ns	*n/a*
Cytochrome P450 (87)	1	0.67	ns	*Cyp4e2*
Nuclear receptor (21)	4	11.17	8.07E−10	*knrl* ***Hr4 kni Eip75B***

Manually curated term enrichment analysis. For DAVID (the Database for Annotation, Visualization and Integrated Discovery)-based GO term analysis, see Tables S1 and S2 in File S2. Bold indicates genes with known roles in ecdysone homeostasis. (*n*) = presents how often the term is represented in the *Drosophila melanogaster* genome (*e.g.*, eight ecdysone biosynthetic genes). This analysis is based on 360 significantly upregulated and 248 significantly downregulated, as detected by RNA sequencing in *phm > séance*-RNAi ring gland samples *vs.* controls. 

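Among the 8717 genes with a mean of at least 1 RPKM over both group values, the upregulated side held more P450 and glutathione transferase genes, and the downregulated side more nuclear receptor genes, than the size of each family would give. Genes at least 3-fold higher in *phm>séan*-RNAi ring glands included 10 of 46 P450 genes, against 2.39 from the family's share of all genes tested, and 5 of 24 glutathione transferase genes (GSTs), against 1.24. Genes at least 3-fold lower included 7 of 15 nuclear receptor genes, against 1.77. The P450 genes *Cyp4g1*, an enzyme of cuticular hydrocarbon synthesis, and *Cyp6a13* reached group values of 2890 and 16.6 RPKM in *phm>séan*-RNAi ring glands from 640 and 4.54 RPKM in controls. The P450 gene *Cyp4e2* went the other way, from 42.9 to 4.02 RPKM. Of 8 enzyme genes of ecdysone biosynthesis, 2 were at least 3-fold higher, *Cyp6t3* and *GstE14* (*nobo*), and 1 was at least 3-fold lower, *nvd*, against 0.415 and 0.943. *Cyp6t3*, at a low level, is also among the P450 genes counted above, and *GstE14* among the GSTs. *phm* and *sad*, which Table 1 lists, were 2.12-fold and 2.20-fold higher in these values and 3.00-fold and 3.13-fold higher in Table S4. On the lower side the P450 count was 7 against 5.42 and the GST count 4 against 2.83, and 1 nuclear receptor gene was 3-fold higher against 0.778. These are counts set beside expected counts and not a test, because genes within one comparison are not replicates. Counted only where the authors' deposited table also has a *P*-value under 0.05, 4 P450 genes and no nuclear receptor gene were higher, and 4 nuclear receptor genes, 3 P450 genes and no GST were lower.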

*P*-values based on χ^2^ test. ns, not significant.

## Results

### The ZAD-C_2_H_2_ zinc finger gene *CG8145/séance* encodes a TF with essential roles in the PG

Given the role of the ZAD-C_2_H_2_ zinc finger protein Ouija board (Ouib) in controlling ecdysone biosynthesis in *D. melanogaster* (Komura-Kawa *et al.* 2015), we wondered whether other family members of the ZAD-C_2_H_2_ zinc finger family would also have roles in steroidal pathways. Interestingly, the *ouib* locus (85A9 on chromosomal arm 3R) is part of a cluster that comprises four additional ZAD-C_2_H_2_ zinc finger-encoding genes (*CG8145*, *CG8159*, *ranshi*, and *M1BP*). These genes are all paralogous to *ouib* and are presumably the result of tandem duplications (Figure 1A). 

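The 5 genes of the cluster lie side by side on chromosome arm 3R of the BDGP6 assembly, from position 8723174 to 8731698, a stretch of 8525 bp that holds no other annotated gene. *CG8145* (FBgn0037617, 8723174 to 8725357), *ouib* (8725479 to 8726730) and *CG8159* (8726854 to 8728370) are on the plus strand, and *ranshi* (8728367 to 8729693) and *M1BP* (8729790 to 8731698) are on the minus strand. *CG8159* and *ranshi* overlap at their ends, between 8728367 and 8728370. In control ring glands 44 hr after the L2/L3 molt, *ouib* was the most abundant of the 5 genes at 269 RPKM. *M1BP* was at 30.7 RPKM, *ranshi* at 3.07 and *CG8159* at 1.56, with *CG8145* between *M1BP* and *ranshi*. In *phm>séan*-RNAi ring glands *ouib* was at 122 RPKM, *M1BP* at 28.5, *ranshi* at 1.97 and *CG8159* at 1.74. None of the 5 genes has a *P*-value under 0.05 in the authors' deposited table, where *ouib*, 2.20-fold lower, has *P* = 0.0890. *M1BP* is lower in the deposited values and higher after median-of-ratios scaling, by 0.19 on the log2 scale.

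**Figure D1:**
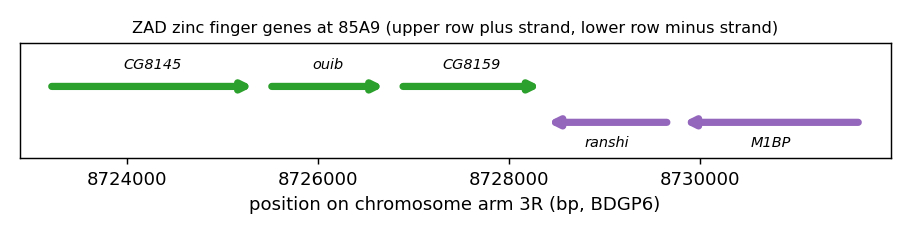
Positions of the 5 ZAD zinc finger genes at 85A9 on chromosome arm 3R (BDGP6), in bp. Arrows run from the start to the end of each gene's annotated span in the direction of transcription. *CG8145* and *ouib*, in the upper row, are neighbors on the plus strand.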

When we conducted RNA *in situ* hybridization for these genes in *Drosophila* embryos, we noticed that *CG8145* had strong and specific expression in the ring gland (Figure 1B). A similar pattern has also been reported by the Berkeley *Drosophila* Genome Project Experiment IP14660 (Tomancak *et al.* 2007). Consistent with this, when we mined microarray data from a recently published study (Ou *et al.* 2016), we found that *CG8145* transcript levels were moderately enriched in the larval ring gland, but the expression level in the whole-body sample indicated that *CG8145* is expressed in other tissues as well (Figure 1C). In contrast, *CG8145* showed low expression levels in ovaries, a known source of ecdysteroids in adults (Figure S1 in File S1).

We then examined whether we could observe larval lethality when each of these ZAD-zinc finger protein genes was knocked down by PG-specific RNAi, for which we used the *phm22-GAL4* driver (hereafter *phm>*). In addition to *phm>ouib*-RNAi, we found that PG-specific RNAi against *M1BP* and *CG8145* resulted in larval lethality, whereas *CG8159*-RNAi and *ranshi*-RNAi did not. We omitted *M1BP* from further analysis in this study, as *M1BP* is known to encode a TF that regulates expression of non-TATA-type genes (Li and Gilmour 2013). On the other hand, *CG8145*, also known as “*numerous disordered muscles*” (short: *nom*) (Dobi *et al.* 2014), has no known roles in steroidogenesis, but given its transcript enrichment in the ring gland, we further investigated the function of this gene. Further testing with additional RNAi lines validated our initial findings, since three independent lines all gave the same results and two of the lines (#GL00720) did not overlap in their respective target sequences (Figure 1D). Given that we show here that *CG8145* is essential for regulating steroid hormone production, we renamed *CG8145* to *séance* (short: *séan*), in accordance with the tradition that genes encoding enzymes acting in the conversion of dietary sterols to ecdysteroids are collectively known as Halloween genes, and that it appears to work in conjunction with *ouija board*. A séance refers to a ritual that uses a ouija board to attempt communicating with the dead.

### *séance* is essential for larval development

To further assess the functional role of *séan*, we generated *séan* loss-of-function alleles by using a CRISPR/Cas9 approach (Kondo and Ueda 2013). We isolated three independent mutant alleles, *séan^33^*, *séan^60^*, and *séan^557^*, each of which was caused by a small deletion induced by different sgRNAs (Figure 1D). The *séan^33^* and *séan^60^* alleles lead to premature stop codons in the putative CDS of *séan* (Figure 1E), eliminating all five zinc finger domains in the C-terminal region of Séan (Figure 1F). In contrast, the *séan^557^* allele is caused by a deletion that removes part of exon 2 and its downstream intron (Figure 1E and Figure S2 in File S1). This deletion is predicted to cause an in-frame readthrough of the remaining intron 2 sequence, resulting in a stretch of inappropriate amino acids (Figure 1F, dotted line) that are incorporated into the protein, removing zinc finger 1 entirely and part of the second zinc finger (Figure 1F and Figure S2 in File S1).

*séan^33^/séan^60^* animals exhibited an early larval (L1) arrest phenotype, with no animals developing into final instar larvae, pupae, or adults (Figure 2, A–D). When we combined the *séan^33^* or *séan^60^* allele with a *Df* line that uncovers the *séan* locus (*séan^33^/Df* or *séan^60^/Df*), we obtained comparable results, suggesting that both s*éan^33^* and *séan^60^* are null alleles. Eventually, all *séan^33^/séan^60^* transheterozygous animals died by 180 hr AEL retaining L1-like morphology (Figure 2, C and D). In contrast, the majority of control *séan^33^/+* or *séan^60^/+* heterozygous animals became pupae by this time (Figure 2, A and B).

**Figure 2:**
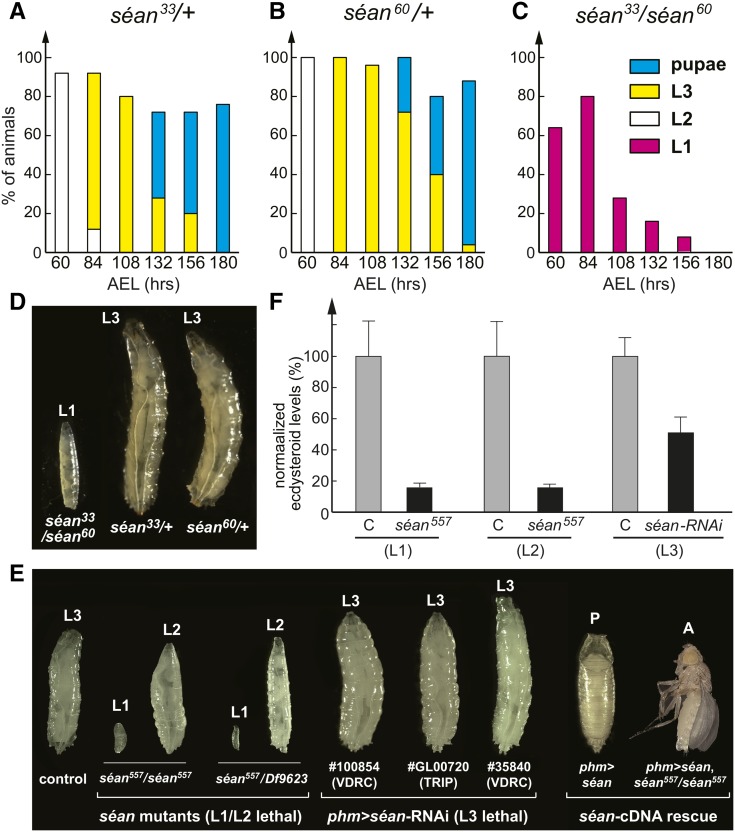
Larval lethality and developmental arrest phenotype of *séance* mutant larvae. (A–C) The survival rate and developmental progression of control (A and B) and *séan* mutant animals (C), each at *N* = 50. (D) Comparison of body size and developmental stage between control (right and middle) and *séan^33^/séan^60^* mutants (left) at 108 hr AEL. Control animals developed into L3 larvae and adults (not shown), whereas *séan* mutants showed arrested development as L1 larvae. (E) Phenotypic comparison of *séan^557^* mutants, *séan*-RNAi, and a rescue with *séan*-cDNA. *séan^557^* mutants arrest as L1 and L2, whereas PG-specific expression of *séan*-RNAi (*phm>séan*-RNAi, VDRC #100854) results in L3 lethality. Homozygous *séan^557^* mutants were rescued by PG-specific expression of *séan^557^* cDNA. (F) Whole-larvae ecdysteroid quantification. Control and *sean^557^* homozygous mutants were compared during L1 (6–18 hr after egg hatch) and L2 (12–18 hr after L1/L2 molt). PG-specific *séan*-RNAi (VDRC #100854) L3 was compared to that of control animals at 40–44 hr L3. At least three samples were tested per genotype in each data set, and each sample was tested in triplicate. Error bars represent SE. Percentages were normalized to control levels of each data set. For L1, *N* = 300 for each genotype; for L2, *N* = 90 for each genotype; and for L3, *N* = 24 for each genotype. AEL, after egg laying; L1, first instar; L2, second instar; L3, third instar; PG, prothoracic gland; RNAi, RNA interference; TRIP, Transgenic RNAi Project; VDRC, Vienna *Drosophila* RNAi Center.

Larvae carrying two copies of the *séan^557^* allele died as L1 and L2 larvae, as did *séan^575^/Df* hemizygotes (Figure 2E). Although *séan^33^/séan^60^* transheterozygotes tended to produce nonmolting oversized L1 larvae (Figure 2C), *séan^557^* homozygotes, as well as *séan^575^/Df* hemizygotes, produced oversized L2 larvae, with the latter to a lesser degree. PG-specific expression of the three *phm>séan-RNAi* lines caused developmental arrest in the L3 stage, which also produced larvae that were larger than controls (Figure 2E).

Apart from the overgrowth phenotype, none of the allelic combinations showed any apparent developmental or morphological defects during embryonic or larval stages, suggesting that these animals lacked a signal to progress with development. Based on its similarity and vicinity to *ouib*, we hypothesized that *séan* had a similarly important role and that the developmental arrest in *séan* loss-of-function animals was caused by a lack or reduction of systemically acting steroid hormones.

### The *séance* loss-of-function phenotype is caused by ecdysteroid deficiency

We next examined whether the larval arrest and lethality phenotype of *séan* loss-of-function animals was caused by a failure to produce sufficient ecdysteroids. We used two experimental approaches to determine ecdysteroid concentrations. First, we examined ecdysteroid titers in L1 larvae (36 hr AEL) of controls and *séan^33^/séan^60^* transheterozygotes by mass-spectrometric analysis. In the control larvae, we detected 9.54 ± 0.96 pg of 20E/mg of wet weight (mean ± SEM, *N* = 4). In contrast, ecdysteroid titers in *séan^33^/séan^60^* animals (*N* = 5) were below the detectable limit, suggesting that loss of *séan* function severely impaired ecdysone biosynthesis during larval stages. Second, to confirm these findings, we used an ELISA approach to quantify ecdysteroid concentrations in *s*é*an^557^* and *phm>séan*-RNAi animals. This method also showed significantly lower ecdysteroid levels in either of these genotypes when compared to those of controls (Figure 2F).

Although the PG-specific disruption of ∼1200 genes via RNAi caused larval arrest phenotypes (Danielsen *et al.* 2016), it appears that only a fraction of these are directly involved in ecdysone production and its regulation. Consequently, only a few of these RNAi lines can be rescued all the way to adulthood by feeding ecdysone or 20E, a strategy that works very well for Halloween gene loss-of-function lines (Ou *et al.* 2016). When we tested whether *séan* mutants could be rescued with dietary ecdysone supplementation, we found that both *séan^33^/séan^60^* and *séan^557^*/*séan^557^* animals were partially rescued by 20E feeding. Specifically, *séan^33^/séan^60^* transheterozygotes and *séan^557^* homozygotes now reached pupal stages, some of the latter even reaching adulthood (Figure 3, A and B and Figure S3 in File S1). Taken together, these results indicated that loss of *séan* function caused ecdysteroid deficiency.

**Figure 3:**
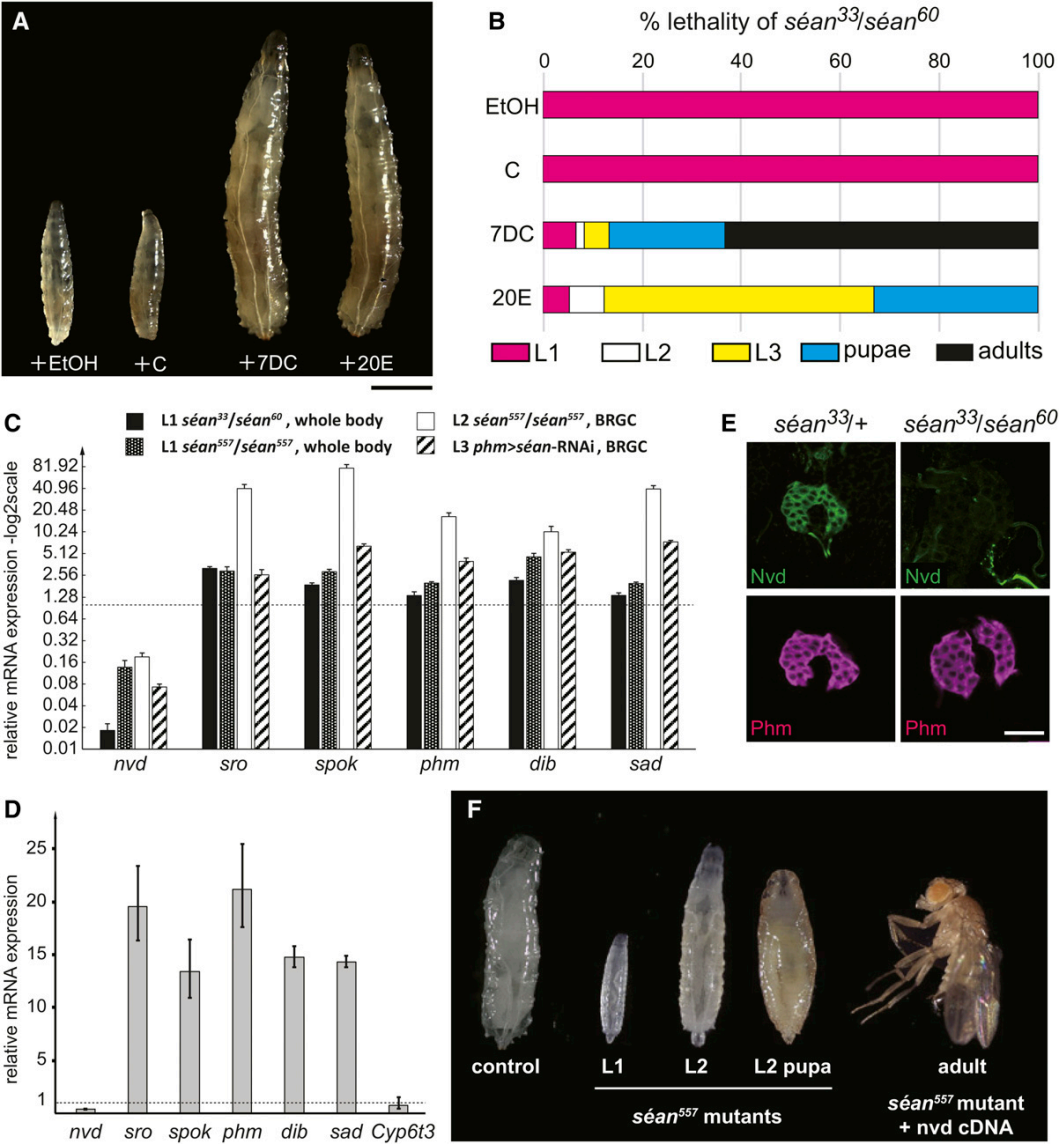
Expression analysis of Halloween genes and feeding rescue experiment in *séan* mutant larvae. (A) Rescue studies for *séan^33^/séan^60^* larvae. Mutant animals fed 20-hydroxyecdysone (20E) and 7-dehydrocholesterol (7DC) developed into third-instar (L3) larvae, whereas animals reared on cholesterol- and ethanol-containing food (vehicle control) remained first-instar (L1) larvae. Bar, 1 mm. (B) The survival rate and developmental progression of *séan^33^/séan^60^* mutant animals by oral administration of sterols and ecdysteroids (each *N* = 60). (C) Relative expression levels [quantitative PCR (qPCR)] of Halloween genes compared to those of controls (dotted line = 1) and various backgrounds of *séan* mutant or *séan*-RNAi (RNA interference) (*phm>séan*-RNAi, Vienna *Drosophila* RNAi Center #100854). BRGC, the brain-ring gland complex. Error bars indicate SEM. * *P* < 0.05 and ** *P* < 0.01 with Student’s *t*-test (black columns) and 95% C.I.s (all other columns). (D) Relative expression levels (qPCR) of Halloween genes in *nvd*-depleted prothoracic gland (PG). Expression levels were normalized to controls (dotted line = 1). *nvd*-RNAi was driven by the *Feb36-GAL4* driver, and the BRGCs were dissected from late L3 larvae, collected at 44 hr after the second-instar (L2)/L3 molt. Error bars indicate 95% C.I.s. (E) Immunostaining of the PG cells from control and *séan* mutant L1 larvae at 36 hr after egg laying with antibodies against Phm (magenta) and Nvd (green). Bar, 25 μm. (F) Expression of *nvd*-cDNA in a *sean^557^* mutant background rescued L1/L2 lethality to adulthood. L2 pupae form in rare cases using this genetic background; these animals attempt pupariation directly from L2 larvae.

### *phm>séance*-RNAi ring glands exhibit reduction of *neverland* expression, but not other ecdysone biosynthetic genes

To identify downstream targets of Séan, we carried out RNA-Seq on samples from hand-dissected ring glands isolated from *phm>séan*-RNAi and control L3 larvae. We collected carefully staged larvae (44 ± 0.5 hr after L2/L3 molt) and dissected ring gland RNAs for transcriptome analysis. We collected 20 ring glands per sample to average out inherent differences in developmental timing, thus accounting for individuals that deviated from the population mean. 

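The targeted gene *CG8145* was at 23.5 RPKM in control ring glands and at 12.8 RPKM in *phm>séan*-RNAi ring glands, 1.83-fold lower, with *P* = 0.282 in the authors' deposited table. The experiment comprised 2 libraries per genotype, each from 20 ring glands taken 44 hr after the molt. Control larvae carried the *phm* driver without the RNAi transgene. The group values do not separate reads of the *CG8145* gene from any reads of that transgene, so the fold is not a measure of the knockdown. The authors' values are RPKM (reads per kilobase of gene, scaled to the reads of the library), normalized in ArrayStar 4.0, and the submitters' processing notes name CASAVA 1.8, FastQC, TopHat2 and the dm6 build. The table used here gives 1 RPKM value per genotype for each of 13984 genes, together with the authors' signed fold change and unadjusted *P*-value, so the spread between the 2 libraries of a genotype and their read depth are not known. The values fit the geometric mean of the 2 libraries, and 0.013 RPKM is the smallest value, at which 1942 genes are listed in the control and 1894 in the *phm>séan*-RNAi group. The group values sum to 1085180 RPKM in the control and 1078743 RPKM in the *phm>séan*-RNAi group. From these values the ratio between the groups was taken for every gene, and its log2 after 1 RPKM was added to both values for the 8717 genes whose mean was at least 1 RPKM. No test across replicates could be made, and *P*-values given at a gene are the authors', from the deposited table. Counts of genes passing after adjustment rest on the same *P*-values. Table S4 gives other *P*-values for its genes. Of 31 genes compared, 11 are under 0.05 in Table S4 and 18 in the deposited table, and the deposited *P*-value is the lower one for 23. Of the genes tested, 67.5% had a ratio under 1, with a median log2 ratio of -0.33. Median-of-ratios scaling would add 0.29 to every log2 ratio. Numbers of list members higher and lower refer to the deposited values. Gene lists fixed before the data were examined were compared by the percentile of their median among 10000 random lists of the same size and the same mean expression, which describes these samples and is not a test.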

Using a threefold cutoff for differentially expressed genes, we identified 360 up- and 248 downregulated genes. 

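Genes differed in both directions in *phm>séan*-RNAi ring glands. At the 3-fold cutoff, with no filter on low values, 1851 genes were higher and 2333 were lower. Of these, 907 of the higher genes are listed at the floor of 0.013 RPKM in the control and 862 of the lower genes at that floor in the *phm>séan*-RNAi group. Among genes with a mean of at least 1 RPKM, 452 were higher and 1027 were lower, and for 176 and 436 of them the authors' deposited table has a *P*-value under 0.05. With the authors' *P*-values adjusted by the Benjamini-Hochberg method over the 8717 genes, 3 genes were higher and 4 lower at an adjusted *P*-value under 0.05, and 5 of these 7 have a group at the floor. With a mean of at least 5 RPKM as the filter, no gene passed in either direction. The genes higher were *CG14022*, *CG15142* and *CG17362*, at 9.63, 8.22 and 3.81 RPKM in *phm>séan*-RNAi ring glands and listed at the floor in the control. The genes lower were *zfh1*, a zinc finger homeodomain transcription factor (57.3 to 21.8 RPKM), the actin regulator *ena* (50.8 to 10.1 RPKM), and *CG42798* and *CG42489*, at 40.8 and 7.97 RPKM in the control and listed at the floor in *phm>séan*-RNAi ring glands. Next by the authors' *P*-value on the lower side came *CG11089*, *CG2837*, *Lrch*, *lectin-33A*, the receptor phosphatase gene *Ptp99A* (68.5 to 25.7 RPKM) and the GATA factor *pnr* (72.6 to 14.6 RPKM), of which *CG2837* and *lectin-33A* are listed at the floor in *phm>séan*-RNAi ring glands. On the higher side they were *CG13984*, *CG33178*, *CG33768*, *CG13716*, *CG30033*, *CG44044* and *CG34267*, all listed at the floor in the control. Without the filter, 1996 genes were 3-fold higher and 2103 lower after median-of-ratios scaling. On the scale of the RPKM values of Table S4, chosen after the data were seen, 2161 were higher and 1957 lower, so that which direction has more genes depends on the scale. Of 38 gene lists tested, the median change of 8 lay above the 97.5th percentile of random lists and that of 9 below the 2.5th, and 21 lay between.

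**Figure D2:**
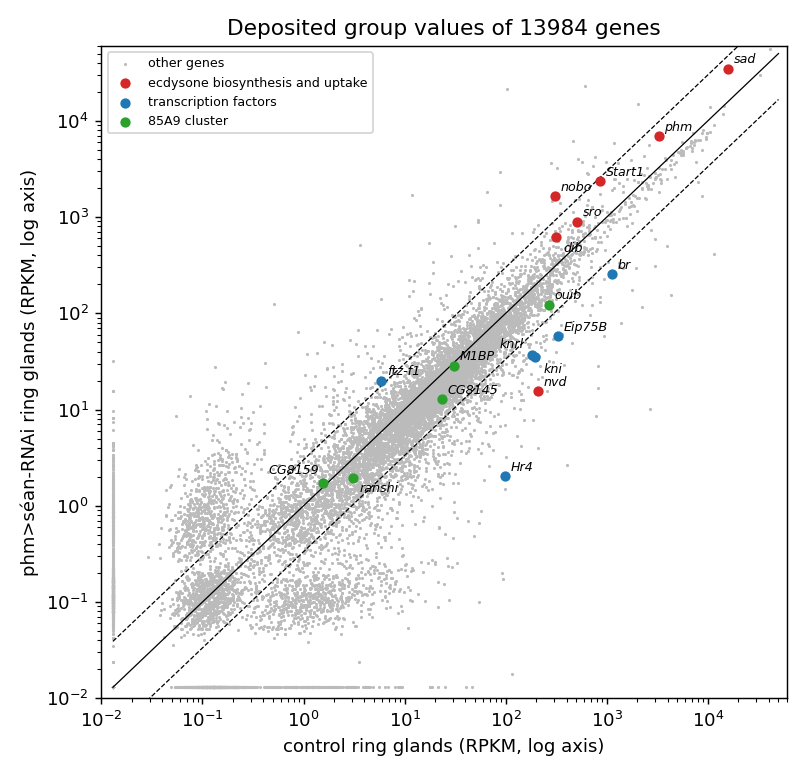
Group values of each gene in control (x) and *phm>séan*-RNAi (y) ring glands, in RPKM on log axes. Each point is 1 gene, the solid line marks equal values and the dashed lines a 3-fold difference. The points along the left and lower edges are genes listed at 0.013 RPKM, and *nvd* and *Hr4* lie below the lower dashed line.

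**Figure D3:**
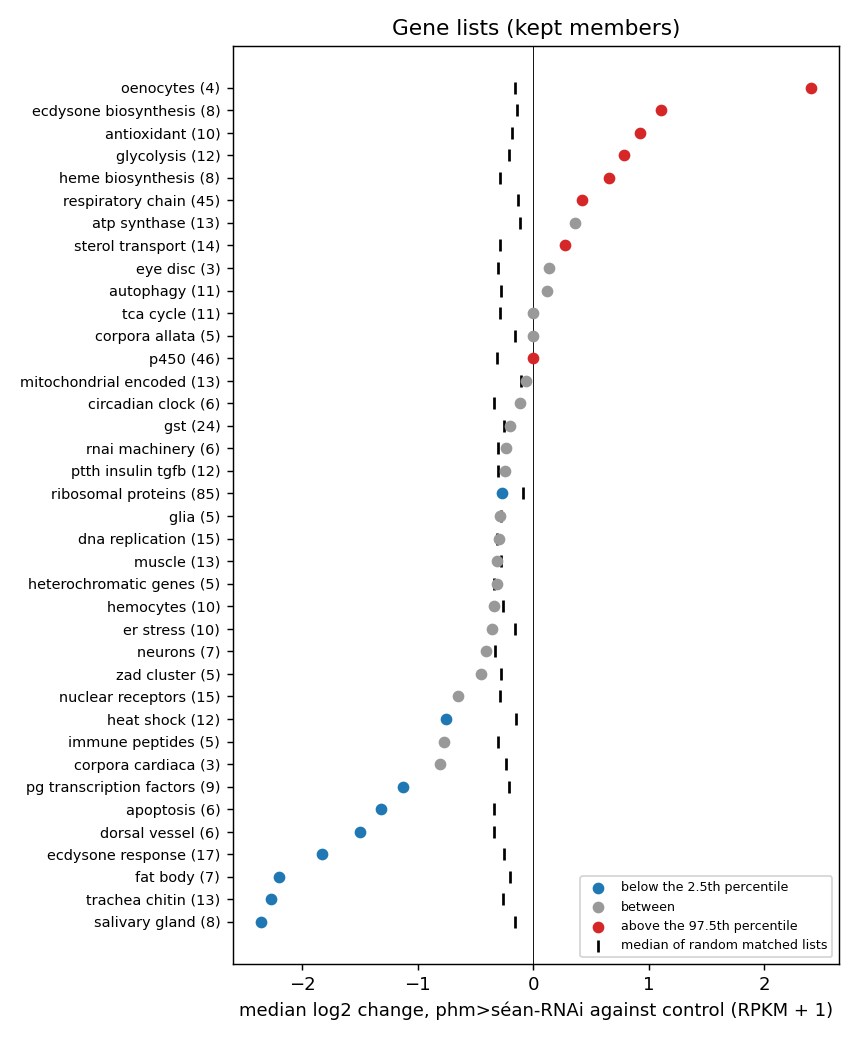
Median log2 change, with 1 RPKM added, between the *phm>séan*-RNAi and control group values for each gene list (number of members tested in brackets). Points are list medians and vertical ticks are the medians of 10000 random lists matched on mean expression. The 8 lists above the 97.5th percentile and the 9 below the 2.5th are marked by color.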

When we subjected these gene cohorts to GO term analysis via DAVID (Huang *et al.* 2009), the top term in the upregulated group was for genes involved in oxidation–reduction processes that included three genes involved in ecdysone biosynthesis: *phantom* (*phm*), *shadow* (*sad*), and *spookier* (*spok*) (Table S2 in File S2). 

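All 28 matched genes that the paper lists under oxidation-reduction were higher in *phm>séan*-RNAi ring glands, by a median of 3.85-fold, and 15 of them have a *P*-value under 0.05 in the authors' deposited table. In the deposited values 17 of the 28 were at least 3-fold higher, and on the scale of Table S4 all 28 were. *phm*, the C25 hydroxylase gene (FBgn0004959, chromosome X from 18685766 to 18688433 of BDGP6), was at 3267 RPKM in controls and 6913 RPKM in *phm>séan*-RNAi ring glands, 2.12-fold higher (*P* = 0.00312 in the authors' deposited table). *sad*, the C2 hydroxylase gene (FBgn0003312, 3R from 11877235 to 11879754), was at 15862 and 34939 RPKM, 2.20-fold higher (*P* = 0.0553 in the authors' deposited table). On the scale of Table S4 the folds of *phm* and *sad* were 3.00 and 3.13, and the authors' *P*-values in Table S4 are 0.107 and 0.0488. *spok* was not analysed here. Other redox enzymes of the term included *Gpdh*, the glycerol-3-phosphate dehydrogenase gene (59.9 to 314 RPKM), *CG9747*, a fatty acid desaturase gene (5.90 to 141 RPKM), and *Fmo-2*, a flavin monooxygenase gene (1.29 to 22.5 RPKM), each with a *P*-value under 0.05 in the authors' deposited table. *Cyt-b5*, which passes electrons to desaturases and P450 enzymes, was at 646 and 2795 RPKM (*P* = 0.126 in the authors' deposited table). Since the study drew this set from the same samples as higher in *phm>séan*-RNAi ring glands, its direction is not independent evidence.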

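Genes for handling sterols and glutathione included members that were higher and members that were lower in *phm>séan*-RNAi ring glands. Of 14 sterol transport genes, 8 were higher and 6 lower, and the median log2 change of 0.28 lay at the 99.2nd percentile of random lists, or at the 97.3rd, inside the range, with no filter on low values. The authors' deposited table has a *P*-value under 0.05 for 3 of the higher and 1 of the lower genes, and none passed when adjusted over the list alone. *Npc1a*, a sterol trafficking gene of the prothoracic gland, was at 636 RPKM in controls and 1323 RPKM in *phm>séan*-RNAi ring glands (2.08-fold, *P* = 0.0159 in the authors' deposited table). The lipoprotein receptor gene *LpR2* was at 40.1 and 123 RPKM, with *P* = 0.0636 in the authors' deposited table. *Npc2a* was at 132 and 23.9 RPKM and *Npc2b* at 68.0 and 13.3 RPKM, with *P* = 0.0701 and 0.0719 in the authors' deposited table, and *Npc2g* went from 4.92 RPKM to the floor. The lipase gene *mag*, which the paper lists under cholesterol homeostasis, was at 8.79 and 19.2 RPKM (*P* = 0.465 in the authors' deposited table). Under glutathione metabolism, *GstS1* went from 288 to 1463 RPKM (5.08-fold, *P* = 0.00859) and *GstD10* from 1.08 to 37.8 RPKM (35.2-fold, *P* = 0.0325), both by the authors' deposited table. In Table S4 the authors' *P*-values are 0.06 for *GstS1* and 0.00352 for *GstD10*. *GstD9* was at 11.6 and 58.1 RPKM and *GstT4* at 13.3 and 28.6 RPKM, with no *P*-value under 0.05 there. The GST family as a whole, 24 genes, had 9 higher and 15 lower members and lay at the 64th percentile, with a median log2 change of -0.20 that turns positive after median-of-ratios scaling. *GstE3*, at 24.9 and 5.88 RPKM, has *P* = 0.0783 in the authors' deposited table. Markers of oenocytes, cells of lipid metabolism, were higher too, with a median log2 change of 2.41 over 4 genes.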

Consistent with this, other terms including “steroid biosynthesis,” “cholesterol homeostasis,” “ecdysone biosynthesis,” and “glutathione metabolism” were also enriched among the upregulated gene set, all of which harbored genes with established links to ecdysone production (Enya *et al.* 2014; Danielsen *et al.* 2016). In contrast, the TF term was found to be enriched in the downregulated gene set and also harbored genes with known links to ecdysteroid regulation, such as *broad*, *knirps*, and *E75* (Table S3 in File S2). 

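Of 12 matched genes that the paper lists under the TF term, all were lower in *phm>séan*-RNAi ring glands, by a median of 5.10-fold, and 8 have a *P*-value under 0.05 in the authors' deposited table. The study drew the term's genes from these samples as at least 3-fold lower, so their direction was set by the choice. *br*, an ecdysone-induced zinc finger factor (FBgn0000210, 2B3-2B4), was at 1117 RPKM in controls and 254.8 RPKM in *phm>séan*-RNAi ring glands, 4.39-fold lower (*P* = 0.00861 in the authors' deposited table). *kni* (FBgn0001320, 3L from 20692330 to 20695378 of BDGP6) was at 193 and 35.1 RPKM, 5.50-fold lower (*P* = 0.00200 there), and *E75* (*Eip75B*, FBgn0000568, 3L from 17950953 to 18064696), a heme-binding nuclear receptor, at 332 and 57.5 RPKM, 5.77-fold lower (*P* = 0.00386 there). In Table S4 the authors' *P*-values are 0.0663 for *kni* and 0.107 for *E75*. The term also held heart and blood cell factors: *tin* went from 31.1 to 4.41 RPKM and *srp* from 196 to 37.5 RPKM, both with a *P*-value under 0.05 in the authors' deposited table. Among 9 regulators of ecdysone biosynthesis, transcription factors apart from *Keap1*, 7 were lower and 2 higher in the deposited values, and the median log2 change of -1.13 lay at the 0.155th percentile of random lists. Of these, 3 were lower with a *P*-value under 0.05 in the authors' deposited table, and all 3 passed when adjusted over the list alone. *mld* was at 176 and 214 RPKM, *cnc* at 51.4 and 23.7 RPKM and *Keap1* at 6.65 and 2.48 RPKM, none with a *P*-value under 0.05 there. *vvl*, at 4200 and 3472 RPKM, is lower in the deposited values and 0.02 higher on the log2 scale after median-of-ratios scaling. Markers of the dorsal vessel and pericardial cells, which lie beside the ring gland, were lower in the same samples, with a median log2 change of -1.50 over 6 genes. Of these, *tin* and *pnr* are also in the TF term.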

Based on these findings, we conducted a manual term enrichment analysis based on either gene function (*e.g.*, the eight known Halloween genes) or protein family (*e.g.*, P450 and nuclear receptor genes) (Table 1) to complement, refine, and correct errors intrinsic to the DAVID analysis. 

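The nuclear receptor gene *Hr4* stood at 99.3 RPKM in control ring glands and at 2.02 RPKM in *phm>séan*-RNAi ring glands, 49.2-fold lower (*P* = 0.0107 in the authors' deposited table). Among 15 nuclear receptor genes tested, 13 were lower and 2 higher in the deposited values (*EcR* and *usp* turn higher after median-of-ratios scaling, and *Hr78*, *ERR* and *svp* also on the scale of Table S4), with a median log2 change of -0.65 at the 4.56th percentile of random lists. That median was -0.38 after median-of-ratios scaling, -0.30 with no filter and -0.14 on the scale of Table S4. For 5 of the lower genes and none of the higher ones the authors' deposited table has a *P*-value under 0.05, and the same number passed when adjusted over the list alone. *Eip78C* was at 24.5 and 0.153 RPKM and *Hr46* (*Hr3*) at 5.30 and 0.650 RPKM, with *P* = 0.185 and 0.226 in the authors' deposited table. *Hr39* was at 39.3 and 13.0 RPKM and *Hnf4* at 21.7 and 13.5 RPKM, also without a *P*-value under 0.05 there. On the other side, 7 of 8 enzyme genes of ecdysone biosynthesis were higher, and their median log2 change of 1.11 lay at the 99.9th percentile of random lists. For 3 of the 7 the authors' deposited table has a *P*-value under 0.05, and all 3 passed when adjusted over the list alone. The median changes of markers of fat body, salivary gland, trachea and dorsal vessel were negative in the same samples. The P450 family, 46 genes, was split evenly into 23 higher and 23 lower in the deposited values, with a median at the 99th percentile, where the median of matched random lists was -0.31. On the scale of Table S4, a setting chosen after the data were seen, it lay at the 95.7th percentile, inside the range. That scale divides the control values by 7.01 and the *phm>séan*-RNAi values by 4.94, so the added 1 RPKM weighs more. The medians and percentiles given on it reflect both changes and not the between-group scale alone.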

By comparing the same terms for both up- and downregulated genes, we found that not only genes associated with ecdysone biosynthetic processes were upregulated, but that a known inhibitor of ecdysone production, HR4, was downregulated. 

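*nvd*, which encodes the Rieske-domain oxygenase that converts cholesterol to 7-dehydrocholesterol, was the only one of 8 ecdysone biosynthetic enzyme genes tested that was lower in *phm>séan*-RNAi ring glands. Its group value (FBgn0259697) was 209 RPKM in controls and 15.5 RPKM in *phm>séan*-RNAi ring glands, 13.5-fold lower, with *P* = 0.0115 in the authors' deposited table and 0.213 after adjustment over the 8717 genes. The log2 change with 1 RPKM added was -3.67, and on the scale of Table S4 *nvd* was 9.49-fold lower. The genes for later steps were higher. *dib*, the C22 hydroxylase gene, was at 317 RPKM in controls and 617 RPKM in *phm>séan*-RNAi ring glands, 1.95-fold higher (*P* = 0.0132 in the authors' deposited table). *sro*, a short-chain dehydrogenase gene, was at 509 and 892 RPKM, 1.75-fold higher (*P* = 0.197 there). *spo* and *Cyp6t3* were at low levels, at 1.62 and 4.77 RPKM and at 0.097 and 2.67 RPKM, with *P* = 0.105 and 0.245 in the authors' deposited table. Other genes of pericentromeric heterochromatin, where *nvd* lies, had a median log2 change of -0.31 over 5 genes, at the 53.7th percentile of random lists. Another 5 genes of that list, and *spok*, could not be matched to the deposited values, so these are not covered. The libraries of a group cannot be compared with each other in these values, so none of these differences could be set against replicate spread other than by the authors' *P*-values.

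**Figure D4:**
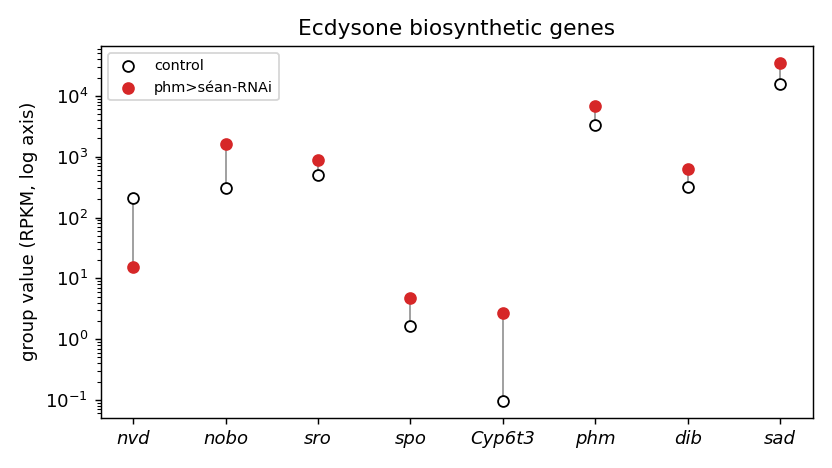
Group values in RPKM, on a log axis, of 8 ecdysone biosynthetic genes in control (open circles) and *phm>séan*-RNAi (filled circles) ring glands. Each circle is the authors' 1 value for the group, with no error available. *nvd* is the gene whose filled circle lies below the open one.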

Notably, however, a single steroid biosynthetic gene, *neverland* (*nvd*), was nearly 10-fold downregulated (fold changes for genes listed in Table 1 are shown in Table S4 in File S2), suggesting that ecdysone production was impaired, and that the upregulation of the ecdysone biosynthetic pathway was an attempt by PG cells to compensate for overall low ecdysone production due to reduced *nvd* expression.

To validate these findings, we performed qPCR analysis to examine expression levels of six Halloween genes in both *séan* mutants and PG-specific *séan*-RNAi larvae. Consistent with the RNA-Seq data, the only gene with reduced expression was *nvd*, which was, dependent on the sample, 7- to 50-fold downregulated (Figure 3C). In contrast, *sro*, *spok*, *phm*, *dib*, and *sad* all showed moderate to substantial upregulation (∼2- to 70-fold) in *séan* loss-of-function animals. Curiously, *nvd*-RNAi animals also showed substantial upregulation of the same Halloween genes (Figure 3D). These results suggest that upregulation of *sro*, *spok*, *phm*, *dib*, and *sad* transcripts are not directly affected by the loss of *séan* function, but rather by impairment of cholesterol and/or 7DC metabolism in the PG.

Immunohistological analysis using anti-Nvd antibodies demonstrated that the Nvd protein level was also markedly reduced in *séan^33^/séan^60^* larvae compared to that in control animals, but not that of Phm, another ecdysone biosynthetic enzyme in the PG (Figure 3E). Therefore, we hypothesized that the resulting larval arrest phenotype was caused by reduced expression of *nvd* and not linked to the increase in the expression of other Halloween genes.

### *séance* is required for the conversion of cholesterol to 7DC

Nvd plays a crucial role in the first step of the ecdysone biosynthesis pathway, namely the conversion of dietary cholesterol to 7DC (Yoshiyama *et al.* 2006; Yoshiyama-Yanagawa *et al.* 2011). We have previously demonstrated that the larval arrest phenotype of loss-of-*nvd*-function animals is rescued by feeding 7DC but not cholesterol (Yoshiyama *et al.* 2006). If *séan* is required for the regulation of *nvd* during *Drosophila* development, we would expect that the larval arrest phenotype of *séan* should also be rescued by feeding of 7DC. Indeed, when *séan^33^/séan^60^* transheterozygotes were fed yeast paste supplemented with 7DC, they were rescued to pupal and adult stages, whereas cholesterol was unable to do so (Figure 3, A and B). Similarly, when we repeated the experiment with *séan^557^* homozygotes, only 7DC could rescue these animals to adulthood efficiently, whereas cholesterol, ecdysone, and 20E all failed to do so (Figure S3 in File S1). We noted that the higher rescuing activity of 7DC as compared to 20E was also observed in previous studies using loss-of-function animals for *nvd* and other genes required for cholesterol trafficking and metabolism (Table S5 in File S2) (Huang *et al.* 2005; Yoshiyama *et al.* 2006; Enya *et al.* 2014). 7DC can be utilized as a dietary precursor to generate a normal temporal fluctuation of ecdysteroids by a series of the biosynthesis enzymes downstream of Nvd. These results suggest that loss of *séan* function specifically impairs the catalytic conversion of cholesterol to 7DC. These results also demonstrate that the moderate increase in the expressions levels of *nobo*, *sro*, *spok*, *dib*, and *sad* does not contribute significantly to the *séan* mutant phenotype.

### The *séance* mutant phenotype is caused by the loss of *neverland* expression in the PG

We next examined whether the *séan* mutant phenotype was rescued by forced expression of *nvd* using the GAL4-UAS gene expression system. We utilized the UAS-*nvd-Bm* strain to overexpress the silkworm *Bombyx mori* ortholog of the *nvd* gene, as we have previously reported that *nvd-Bm* can rescue the larval arrest phenotype of *nvd*-RNAi in *D. melanogaster* flies (Yoshiyama-Yanagawa *et al.* 2011). We found that expression of *nvd-Bm* in the PG recovered the larval arrest phenotype of *séan^33^/séan^60^* transheterozygotes, which caused as much as 82.6% of animals to reach the adult stage (Figure 3F and Table 2). These results strongly suggest that the developmental arrest phenotype of *séan* mutants is caused solely by the loss of *nvd* expression in the PG. Therefore, in conjunction with our previous identification of Ouib (Komura-Kawa *et al.* 2015), our data support the idea that Séan and Ouib are functionally specialized to regulate the expression of two distinct Halloween genes, *nvd* and *spok*, respectively, during development.

**Table 2:** Rescue of *séance* mutants with PG-specific expression of a *neverland* cDNA

Genotype	Phenotype
*séan^33^*/*séan^60^*	L1 lethality
*phm-Gal4*	Survival to adulthood
*UAS-nvd*-cDNA	Survival to adulthood
*phm-Gal4*; *séan^33^*/*séan^60^*	L1 lethality
*UAS-nvd*-cDNA; *séan^33^*/*séan^60^*	L1 lethality
*phm-Gal4*, *séan^33^*/ *séan^60^*, *UAS-nvd*-cDNA	Survival to adulthood
*séan^557^*/*séan^557^*	L1 and L2 lethality
*phm-Gal4*, *séan^557^*/*séan^557^*, *UAS-nvd*-cDNA	Survival to adulthood
*séan^60^*/*séan^557^*	L1 and L2 lethality
*phm-Gal4*, *séan^60^*/*séan^557^*, *UAS-nvd*-cDNA	Survival to adulthood
*séan^33^*/*séan^557^*	L1 and L2 lethality
*phm-Gal4*, *séan^33^*/*séan^557^*, *UAS-nvd*-cDNA	Survival to adulthood

L1, first instar; L2, second instar.

### The *neverland* promoter is activated by cotransfection of *séance* and *molting defective* in S2 cells

We have previously identified the Ouib response element in a ∼170-bp genomic region upstream of the *spok* CDS. Moreover, in *D. melanogaster* S2 cells, the presence of Ouib is sufficient to drive a reporter *luciferase* (*luc*) gene fused with the 170 bp *spok* promoter (Komura-Kawa *et al.* 2015). Analogous to our previous findings, we focused on the identification of the *cis*-regulatory element(s) responsible for the Séan-mediated control of *nvd* expression using the *luc* assay system in S2 cells. We generated DNA constructs carrying the upstream region of *nvd* fused with a *luc* gene cassette, and then transfected S2 cells using these DNA constructs with or without a plasmid for overexpressing *V5-tagged-séan* (*V5-séan*). However, we failed to detect Séan-induced *luc* expression when we introduced the *V5-séan* plasmid alone into S2 cells, even with a 5-kb genomic region upstream of the translation initiation site of *nvd* (data not shown).

Although several possibilities exist that would explain this unsuccessful reconstruction, we reasoned that there might be a coregulator(s) acting in conjunction with Séan that is required to induce *nvd* expression in S2 cells. A candidate for such a coregulator is another ZAD-C_2_H_2_ zinc finger protein, Molting defective (Mld), since *mld* mutants exhibit *nvd* expression (Danielsen *et al.* 2014). Mld is, like Séan, a ZAD-C_2_H_2_ zinc finger protein (Neubueser *et al.* 2005; Ono *et al.* 2006; Danielsen *et al.* 2014). We found that transfection of *HA-tagged-mld* (*HA-mld*) plasmid fused with 301 bp upstream of the *nvd* CDS, including the 113 bp promoter region and 188 bp 5′ untranslated region, in S2 cells resulted in the induction of *luc* reporter activity (Figure 4, A–C). Moreover, coexpression of both *V5-séan* and *HA-mld* caused further drastic induction of the 301-bp *nvd* promoter-*luc* expression (Figure 4C). These results suggest that the first 301 bp upstream of the *nvd* CDS might contain one or more essential *cis*-regulatory elements that are required for Séan and Mld function.

**Figure 4:**
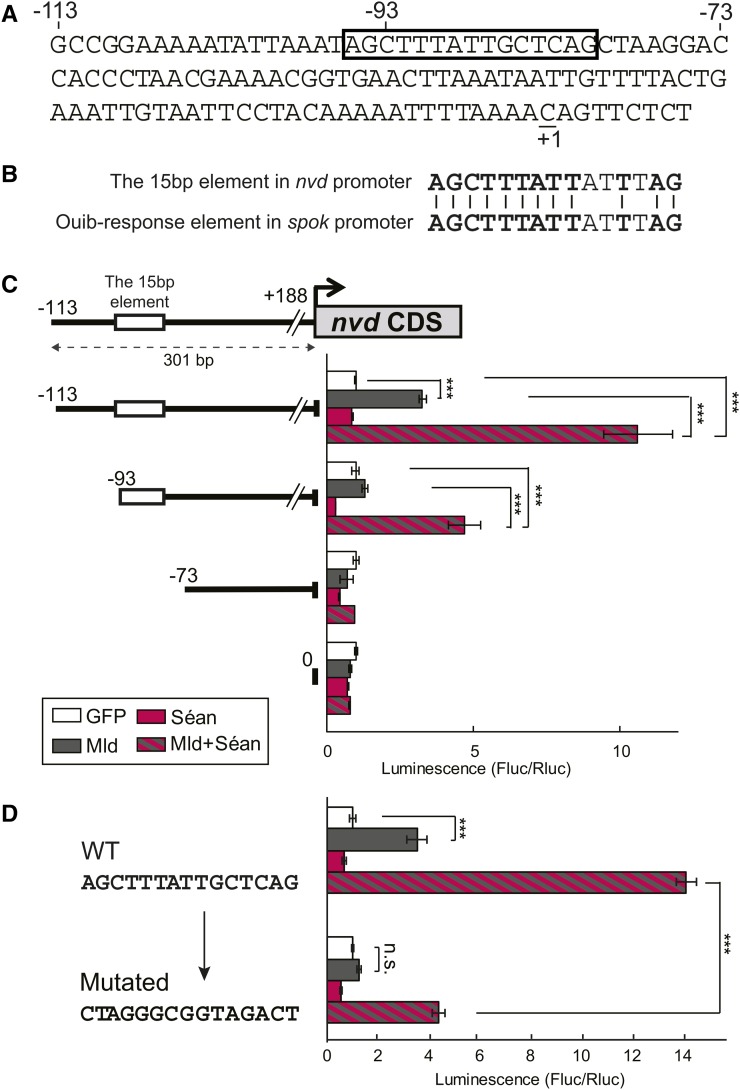
Transcriptional activity of Séan and Mld for the upstream element of *nvd*. (A) Schematic representation of the location of the element (−113 to −93) in the *D. melanogaster nvd* promoter region responsible for Séan-dependent transcriptional activation. Numbers indicate the distance from the transcription start site (+1, underlined) of *nvd*, which is based on FlyBase data (http://flybase.org/reports/FBgn0259697.html). The box indicates the 15-bp Séan-Mld response element. (B) The 15-bp element marked by the box in A exhibits a striking similarity to the Ouib response element in the *spok* promoter (15 bp). The bold letters and black lines indicate matching bases in the alignment between the element in the *nvd* promoter and the Ouib response element. (C) Luciferase reporter assay with plasmids containing the series of upstream elements of *nvd*. Numbers indicate the distance from the transcription start site of *nvd*. The white box indicates the Séan-Mld response element. The gray box represents the *nvd* CDS. Reporter activities of progressive deletion constructs are shown on the right (each at *N* = 3). The GFP expression plasmid was used as a negative control. (D) Luciferase reporter assay with plasmids containing the 9-bp transversion mutation in the −113 to −93 region of the 300-bp upstream element of *nvd* (each at *N* = 3). The GFP expression plasmid was used as a negative control. Error bars indicate SEM. *** *P* < 0.005 using Student’s *t*-test with Bonferroni correction. CDS, coding sequence; WT, wild type.

### Identification of a Séance-molting defective-response element in the *neverland* promoter region

To narrow down the element(s) responsible for the Séan-Mld-dependent expression of *nvd*, we tested several constructs carrying the upstream region of *nvd* with a range of deletions within the 301-bp region. We first generated the deletion constructs in 20-bp increments from the 5′-terminus of the 301-bp region. Whereas the *luc* construct fused with the *nvd* promoter lacking the region from −113 to −94 bp was not activated by Mld alone, *luc* expression from this construct was still highly induced in the presence of both Mld and Séan (Figure 4C). In contrast, the region from −93 to −74 bp was crucial for the Séan-Mld-dependent *luc* reporter activity (Figure 4, B and C). Strikingly, this 20-bp region contains a DNA sequence 5′-AGCTTTATTGCTCAG-3′ that is nearly identical to the Ouib response element in the *spok* promoter region (5′-AGCTTTATTATTTAG-3′; underlines indicate the exact matches between the two sites) (Figure 4B) (Komura-Kawa *et al.* 2015). To clarify the importance of this 15-bp region for Séan-Mld-dependent control of gene expression, we introduced transversion mutations within the first 9 bp of this putative 15-bp recognition site. This mutated construct exhibited no *luc* reporter induction in the presence of Séan and Mld upon transfection into S2 cells (Figure 4D). These results suggest that the 15 bp of the *nvd* promoter region (from −95 to −81 bp) might serve as a Séan-Mld response element, while Mld also acts on the region from −113 to −94 bp.

We also examined the evolutionary conservation of *séan* as well as the Séan-Mld response elements in putative *nvd* promoter regions from other *Drosophila* species. Among 12 Drosophilidae species for which genome annotations have been reported (Clark *et al.* 2007), clear orthologs of *séan* are found in many, but not all, Drosophilidae species (Figure S4 in File S1). To examine the Séan-Mld response elements, DNA sequences around the *nvd* loci of *D. melanogaster*, *D. simulans*, *D. sechellia*, and *D. willistoni* were available. Using EMBOSS Matcher, an algorithm to identify local similarities between two sequences (McWilliam *et al.* 2013), we found that the Séan-Mld response element-like motifs were located in proximity (within 300 bp) to the *nvd* coding region in all of these four species (Figure S5 in File S1). In particular, the putative *nvd* promoter regions of *D. simulans* and *D. sechellia* contain the same 15-bp sequence motif. In conjunction with our previous analysis on the *spok* promoter (Komura-Kawa *et al.* 2015), these data suggest that both Ouib and Séan-Mld response elements are also evolutionarily conserved, at least in some *Drosophila* species.

### The *spookier* promoter is synergistically activated by Ouija board in the presence of molting defective in cultured S2 cells

Unlike Séan, as we have previously reported (Komura-Kawa *et al.* 2015), Ouib alone had the ability to activate gene expression via the Ouib response element present in the *spok* promoter region (Figure 5A). On the other hand, the previous study has also reported that *mld* mutants also displayed decreased expression of not only *nvd* but also *spok* (Ono *et al.* 2006; Danielsen *et al.* 2014). Given that Séan and Mld cooperatively activate *nvd* promoter activity, we next examined if Ouib-mediated activation on gene expression was also synergistically enhanced in the presence of Mld. Strikingly, coexpression of both *FLAG-ouib* and *HA-mld* drastically increased *luc* induction under control of the 230- and 181-bp *spok* promoter regions, both of which contain the Ouib response element (Figure 5A). In contrast, the synergistic transactivation by Mld was not observed with the 131-bp *spok* promoter fragment lacking the Ouib response element (Figure 5A). Moreover, endogenous *spok* expression in S2 cells was drastically induced by coexpression of both *HA-mld* and *FLAG-ouib* (Figure 5B), whereas coexpression of *HA-mld* and *V5-séan* could not induce endogenous *nvd* expression (Figure S6 in File S1). These results indicate that Mld also works with Ouib to induce *spok* expression.

**Figure 5:**
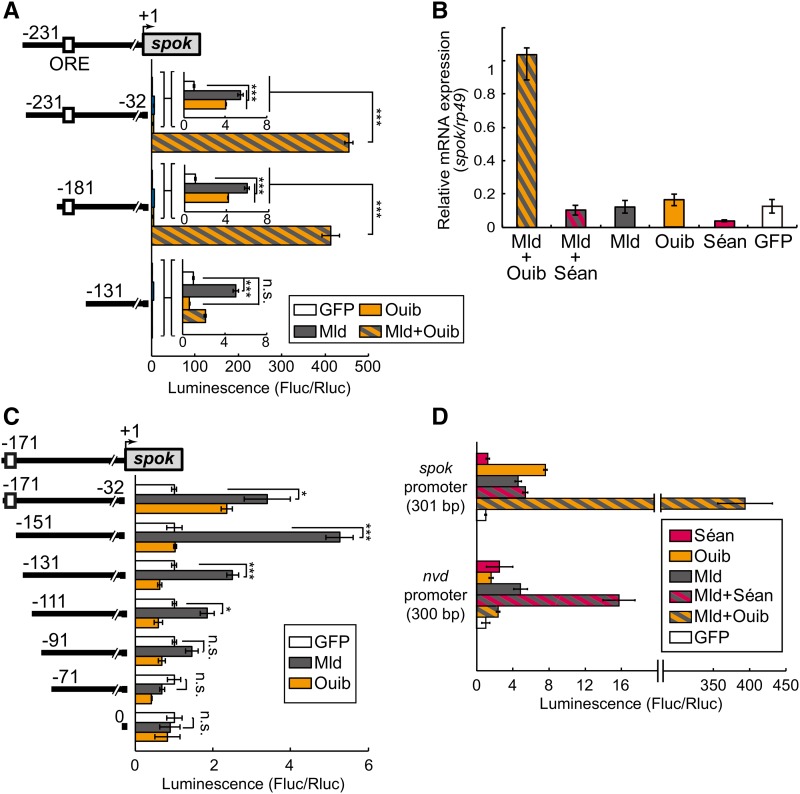
Transcriptional activity of Ouib and Mld for the upstream element of *spok*. (A) Luciferase reporter assay using the expression of *ouib* and *mld* along with plasmids containing the series of upstream elements of *spok*. Numbers indicate the distance from the translation, but not transcription, start site (+1) of *spok*, as a transcription start site for *spok* has not been defined. The numbering style of this study is exactly the same as that of Komura-Kawa *et al.* (2015). The white box indicates the Ouib response element (ORE). The gray box represents the *spok* coding region. The inset is an enlarged view of the transcriptional activity of Ouib, Mld, and GFP for the upstream element of *spok*. Reporter activities of progressive deletion constructs are shown on the right (each at *N* = 3). The GFP expression plasmid was used as a negative control. (B) Quantitative PCR analysis to measure expression levels of endogenous *spok* expression in S2 cells transfected with various expression constructs, each at *N* = 3. (C) Luciferase reporter assay (each at *N* = 3) with the *mld* expression plasmid and *luc* plasmids containing the series of upstream elements of *spok*. (D) Luciferase reporter assay (each at *N* = 3) with *séan*, *ouib*, and/or *mld* expression plasmids, and *luc* plasmids containing the upstream elements of *spok* (the +331 to +32-bp region; 301 bp) and *nvd* (the +300 to +1-bp region; 300 bp). The GFP expression plasmid was used as a negative control. Error bars indicate SEM. * *P* < 0.01 and *** *P* < 0.005 using Student’s *t*-test with Bonferroni correction. Fluc/Rluc, firefly luciferase/Renilla luciferase.

We also found that transfection of the *HA-tagged-mld* (*HA-mld*) plasmid alone in S2 cells induced *luc* reporter gene expression when we used the 170-bp upstream region of the *spok* CDS that completely lacked the Ouib response element (Figure 5C). We further generated the deletion constructs in 20-bp increments from the 5′ terminus of the 170-bp *spok* promoter region. We still observed Mld-mediated activation of *luc* reporter gene expression with the 110-bp region, but not the 90-bp region, of the *spok* promoter (Figure 5C). These results suggest that Mld acts on distinct regions from Ouib response elements in the *spok* promoter regions.

### There is no cross-reactivity between Séance and Ouija board

We next examined whether Séan and Ouib are specific to their respective recognition elements, or whether they can cross-react to activate either the *spok* or *nvd* promoters. Coexpression of *HA-mld* and *FLAG-ouib* did not induce *nvd* promoter-*luc* expression in cultured S2 cells (Figure 5D). In addition, coexpression of *HA-mld* and *V5-séan* did not induce *spok* promoter-*luc* expression in S2 cells (Figure 5D). We also observed that the expression of *3xTy1-tagged CG8159*, the paralogue of *séan* and *ouib* (Figure 1A), induced neither *nvd* promoter- nor *spok* promoter-*luc* expression with or without *HA-mld* (Figure S7 in File S1). These results suggest that the action of the paralogous ZAD-zinc finger TFs is highly specific to the *nvd* and *spok* promoters, respectively.

### The larval arrest phenotype of *molting defective* is rescued by forced expression of both *neverland* and *spookier*

Finally, we wondered whether the only essential targets of Mld are *nvd* and *spok*, or whether Mld also regulates other genes required for survival. To address this question, we expressed both *UAS-nvd* and *UAS-spo* in the PG cells of *mld* transheterozygotes using the PG-specific GAL4 driver (Table 3). It has previously been reported that *spo* overexpression can rescue the larval arrest phenotype of *spok* RNAi animals, confirming that *spo* and *spok* are functionally equivalent *in vivo* (Komura-Kawa *et al.* 2015), but that *spo* overexpression alone does not rescue the *mld* phenotype (Ono *et al.* 2006). Indeed, we found that the lethality of *mld* transheterozygotes was rescued by the overexpression of both *nvd* and *spo*. These results suggest that *nvd* and *spok* are the two major essential targets of Mld.

**Table 3:** Joint PG-specific expression of *spo* and *nvd* rescues *mld* mutants

Transgenes	F1 genotype
None	0 (358)
*UAS-spo and UAS-nvd*	35 (317)

The number of viable *mld^258^/mld^4425^* transheterozygous adults was scored. Values in parentheses indicate the number of viable control non-*mld* mutant progenies after genetic crosses described in the *Materials and Methods*.

## Discussion

In this study, we demonstrated that three ZAD-C_2_H_2_ zinc finger proteins, Séan, Ouib, and Mld, are required for ecdysone biosynthesis in the larval PG. The following points summarize our current findings in light of our previous studies (Danielsen *et al.* 2014; Komura-Kawa *et al.* 2015). First, loss-of-function mutations in *séan*, *ouib*, or *mld* severely reduced the expression of *nvd*, *spok*, or both *nvd* and *spok*, respectively. Second, we could rescue the larval arrest seen in animals without functional *séan*, *ouib*, and *mld* by supplementing intermediate metabolites of the ecdysone biosynthesis pathway in their diet. For example, the developmental arrest of *séan* mutants was restored by 7DC. Similarly, the larval arrest of *ouib* and *mld* mutants was restored by 5β-ketodiol supplementation. Third, the arrest of *séan*, *ouib*, or *mld* mutants was rescued by the PG-specific overexpression of *nvd* alone, *spo* alone (an ortholog of *spok*), or *nvd* and *spo* combined, respectively. Fourth, there are specific Séan and Ouib response elements in the *nvd* and *spok* promoter regions, respectively. Finally, the presence of Mld promotes synergistic action with Séan and Ouib to stimulate transcriptional upregulation. Based on these data, we propose that Séan, Ouib, and Mld act primarily to transcriptionally regulate just two Halloween genes, *nvd* and *spok*, in the PG (Figure 6**).**

**Figure 6:**
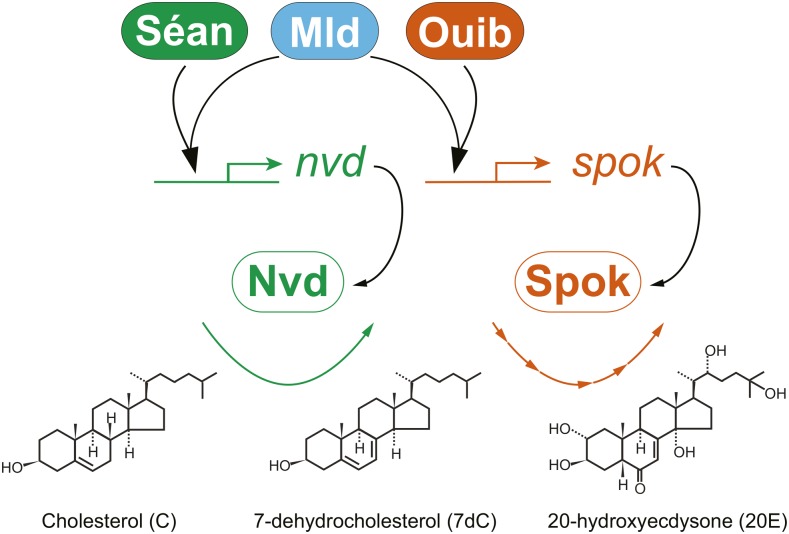
Model for transcriptional interaction between Séan, Ouib, and Mld. Séan and Ouib activate *nvd* and *spok* transcription via Séan and Ouib response elements in the *nvd* and *spok* promoters, respectively. To properly activate *nvd* and *spok* expression, Mld cooperatively interacts with Séan and Ouib.

Our *luc* reporter plasmid-based assay confirmed that Séan and Ouib, along with Mld, were sufficient to drive gene expression under the control of the *nvd* and *spok* promoters, respectively, in cultured S2 cells. However, we should point out that, in our current assay, the inducible activities of Séan and Ouib are considerably different. Although coexpression of *ouib* and *mld* exhibited a ∼400-fold induction of *luc* expression compared to that of controls, the induction caused by *séan* and *mld* was only 10-fold. Moreover, although coexpression of *ouib* and *mld* in S2 cells induced endogenous *spok* expression, coexpression of *séan* and *mld* did not induce endogenous *nvd* expression. Currently, it is unclear what causes this difference between Séan and Ouib. One possible explanation is that the difference might be caused by endogenous *séan* and *ouib* expression in S2 cells. We found that S2 cells used in this study expressed considerable amounts of *séan* and *mld*, but not *ouib* (Figure S8 in File S1). This implies that the *nvd* promoter region might be preloaded by endogenous Séan and Mld, and therefore that the overexpression of Séan and Mld may not achieve high induction of the *nvd* gene. Alternatively, Séan, but not Ouib, may require one or more indispensable TF(s) to sufficiently drive *nvd* expression. Along these lines, it would be interesting to test whether and how Séan and Mld cooperate with previously identified TFs that are necessary for *nvd* expression in the PG, including the CncC-dKeap1 complex (Deng and Kerppola 2013), Knirps (Danielsen *et al.* 2014), and Ventral veins lacking (Cheng *et al.* 2014; Danielsen *et al.* 2014).

It is currently difficult to completely rule out the possibility that Séan, Ouib, and Mld are involved in the direct transcriptional regulation of genes other than *nvd* and *spok*. While we found no DNA sequences that exactly matched the Séan-Mld response element (5′-AGCTTTATTGCTCAG-3′) elsewhere in the *D. melanogaster* genome, our previous study had found that some degenerate Ouib response elements exist in the genome, including the regions upstream of the coding regions of some Halloween genes (Komura-Kawa *et al.* 2015). Indeed, *séan* mutants show a significant elevation of other Halloween genes. However, we expect that these effects could be indirect because we also saw substantial upregulation of the same Halloween genes when we knocked down *nvd* alone via PG-specific RNAi. Thus, upregulation of these Halloween genes possibly reflects an attempt to compensate for low ecdysone production. To further clarify whether Séan and Ouib directly regulate other genes, additional studies will be required, such as chromatin immunoprecipitation sequencing analysis, together with an eventual mutational analysis of any identified targets.

Our RNA-Seq analysis also confirmed the upregulation of additional genes linked to ecdysteroid synthesis, including *Cyp18a1*, *sit*, *Start1*, *nobo*, and *ftz-f1*, in Séan-depleted ring gland samples (Table S2 in File S2). 

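The 5 genes were all higher in *phm>séan*-RNAi ring glands, and 3 of them have a *P*-value under 0.05 in the authors' deposited table. *Cyp18a1*, which encodes an ecdysteroid 26-hydroxylase (FBgn0010383, chromosome X from 18688538 to 18693042 of BDGP6), was at 1.03 RPKM in controls and 23.0 RPKM in *phm>séan*-RNAi ring glands, 22.3-fold higher (*P* = 0.0103 in the authors' deposited table). *sit* (CG5278, 3R from 22558342 to 22562572) was at 1.72 and 26.9 RPKM, 15.7-fold higher (*P* = 0.0716 there). *Start1*, a gene for a cholesterol-binding START domain protein (FBgn0035028, 2R from 24574559 to 24577676), was at 864 and 2348 RPKM, 2.72-fold higher (*P* = 0.0374 in the authors' deposited table). *nobo* (*GstE14*, FBgn0033817, 2R from 13239729 to 13241013) was at 309 and 1639 RPKM, 5.30-fold higher (*P* = 0.00793 there). *ftz-f1*, a nuclear receptor gene (FBgn0001078, 3L from 18750607 to 18801309), was at 5.90 and 19.9 RPKM, 3.38-fold higher (*P* = 0.0896 there). *Cyp18a1* lies next to *phm* on the X chromosome, and both genes were higher. From the lower *nvd* level beside the higher levels of the other enzyme genes, the paper proposes that ecdysone production was impaired and that PG cells upregulated the pathway to compensate. It does not rest this on RNA-Seq alone. The paper also measured lower ecdysteroid levels in *phm>séan*-RNAi larvae by ELISA, and found the other Halloween genes higher after *nvd*-RNAi by qPCR.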

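Under the term transcription repressor the paper lists 7 genes, and all 7 were at least 3-fold lower in *phm>séan*-RNAi ring glands, by a median of 5.50-fold. The authors' deposited table has a *P*-value under 0.05 for 4 of them, *br*, *kni*, *esg* and *ovo*. The Snail-family gene *esg* went from 76.4 RPKM in controls to 8.50 RPKM in *phm>séan*-RNAi ring glands, and the zinc finger gene *ovo* from 65.0 to 12.9 RPKM. *knrl*, the paralog of *kni*, was at 181 and 36.7 RPKM, 4.94-fold lower (*P* = 0.00178 in the authors' deposited table and 0.0745 in Table S4). The Notch target genes *E(spl)mbeta-HLH* (61.9 and 9.85 RPKM) and *E(spl)m3-HLH* (27.7 and 2.74 RPKM) and the gene *jing* (70.0 and 18.4 RPKM) had no *P*-value under 0.05 in the authors' deposited table. The study drew these genes from the same samples because they were lower, so their shared direction is not independent evidence.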

Consistent with this, we found genes encoding ecdysteroid-linked TFs that are classified as repressors, *Broad* and *knirps*, in the set of downregulated genes (Table S3 in File S2). One known repressor of ecdysone biosynthesis, HR4 (Ou *et al.* 2011), was markedly downregulated in Séan-depleted ring glands (Table S4 in File S2), raising the possibility that Séan regulates the *HR4* gene. 

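*Hr4* (FBgn0264562) spans positions 1941940 to 2007956 on the plus strand of chromosome X in BDGP6, and its log2 change was -5.05 with 1 RPKM added. It is 1 of 17 genes known to be induced by 20-hydroxyecdysone, and all 17 were lower in *phm>séan*-RNAi ring glands in the deposited values. After median-of-ratios scaling *EcR*, *ImpE1* and *ImpL1* turn higher, and on the scale of Table S4 *Eip55E* does so too. The median log2 change of the 17 genes was -1.83, and -0.86 on the scale of Table S4, at percentile 0 of 10000 random lists in both. Members such as *br*, *Eip75B* and *Fbp1* are also in Table S3, which the study drew from these samples as lower. The authors' deposited table has a *P*-value under 0.05 for 8 of the 17, of which 7 passed when adjusted over the list alone and none when adjusted over all genes tested. The imaginal disc genes *ImpE2* and *ImpE3* went from 22.5 to 1.97 RPKM and from 210 to 20.7 RPKM, and *Eip93F* from 4.11 to 0.768 RPKM, all with a *P*-value under 0.05 there. *Eip74EF*, an early ecdysone-induced gene, was at 84.5 and 59.3 RPKM (*P* = 0.0133 in the authors' deposited table). Markers of other larval tissues that respond to ecdysone were lower in the same samples, with a median log2 change of -2.21 for 7 fat body genes and -2.36 for 8 salivary gland genes.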

Loss of *HR4* function in the PG is not lethal, consistent with the finding that *séan* mutants can be rescued by transgenic *nvd* expression. *HR4* depletion in the PG does not result in substantial upregulation of *sad* or *phm*, at least not in the early L3 stage (Ou *et al.* 2011), suggesting that other TFs are inducing the Halloween genes in *séan* mutants. 

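Enzyme genes of heme biosynthesis were higher in *phm>séan*-RNAi ring glands, 7 of 8, with a median log2 change of 0.66 at the 99.9th percentile of random lists. The authors' deposited table has a *P*-value under 0.05 for 4 of the 7, but none passed when adjusted over the list alone. In the same comparison the lists of fat body, salivary gland, tracheal and dorsal vessel genes had negative medians. *Pbgs*, the porphobilinogen synthase gene, went from 94.1 RPKM in controls to 334 RPKM in *phm>séan*-RNAi ring glands (3.55-fold, *P* = 0.0378 in the authors' deposited table). *ferrochelatase* went from 54.2 to 185 RPKM and *Alas*, which catalyzes the first step, from 77.5 to 125 RPKM, each with a *P*-value under 0.05 there. *CG34423*, which the paper lists under the same term, went from 10.5 to 60.3 RPKM. *Coprox* was the exception, at 21.3 and 14.1 RPKM (*P* = 0.0370 in the authors' deposited table). Under ATP metabolism the paper lists 3 genes, drawn from its upregulated set in the same samples, so that their direction was set by the choice. *scu* went from 273 to 581 RPKM and *CG17726* from 5.16 to 11.4 RPKM with a *P*-value under 0.05 in the authors' deposited table, and *Adk1*, an adenylate kinase gene, was at 14.5 and 114 RPKM with *P* = 0.0749. Of 13 genes for subunits of the ATP synthase, 11 were higher, and their median log2 change of 0.37 lay at the 96.1st percentile of random lists, inside the range of 2.5 to 97.5. The subunit gene *blw* was the 1 member with a *P*-value under 0.05 there, at 80.2 and 97.8 RPKM, and *CG31477*, at 9.24 and 0.219 RPKM, went the other way.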

The RNA-Seq data also revealed increased expression of genes with roles in cholesterol, heme, and ATP metabolism. One would expect these processes to sustain increased Halloween gene expression, since these enzymes need energy, metabolize cholesterol intermediates, and the P450 subset of ecdysone-producing enzymes has heme moieties as protein cofactors.

In this study, it is still unclear whether the three ZAD-C_2_H_2_ zinc finger proteins described here play roles in tissues other than the PG. Unlike *ouib*, which we can only detect in the PG (Komura-Kawa *et al.* 2015), we found that *séan* is highly expressed but not limited to the PG. This observation is partly consistent with the earlier finding that *séan* is expressed in the muscle founder cells of *D. melanogaster* embryos (Dobi *et al.* 2014). Interestingly, the Mld protein is also not limited to the PG but is also found in other tissues, including the imaginal discs, fat body, and the salivary gland during larval development (Neubueser *et al.* 2005). Further, the muscle morphology in *séan* mutants is disorganized in *D. melanogaster* embryos (Dobi *et al.* 2014), but no detailed functional studies have been reported. Thus, it is possible that *séan* and *mld* may have other functions that are not essential for viability but may be important for optimal fitness in the wild. On the other hand, *séan* and *mld* expression outside the PG raises the question as to why *nvd* or *spok* are not expressed in the non-PG tissues where Séan and Mld are present. One possibility is that these ZAD-C_2_H_2_ zinc finger proteins require other cofactors, which may be present in the PG, to induce *nvd* and/or *spok* expression. Alternatively, considering that most other identified ecdysteroidogenic TFs are not restricted to the PG either (Niwa and Niwa 2016a,b), one would expect that there are repressive mechanisms, such as chromatin states, that keep ecdysteroidogenic genes turned off in tissues other than the PG.

From an evolutionary point of view, any clear orthologs of *séan*, as well as *mld* and *ouib* (Neubueser *et al.* 2005; Ono *et al.* 2006; Komura-Kawa *et al.* 2015), are not found in any species thus far investigated other than Drosophilidae. Previous studies on *spok* hypothesized that the presence of *mld* and *ouib* might be coupled with the evolutionary appearance of *spok* in Drosophilidae, where duplication from the ancestral gene *spo* created the two paralogs (Ono *et al.* 2006; Komura-Kawa *et al.* 2015). However, our current study on *séan* suggests that this hypothesis may be untenable. This is because almost all insect genomes examined so far contain a single, unduplicated ortholog of *nvd*, placing the Mld/Séan/Ouib-*nvd*/*spo* axis outside the Drosophilidae (Yoshiyama *et al.* 2006; Yoshiyama-Yanagawa *et al.* 2011; Lang *et al.* 2012). Surprisingly, a gene synteny analysis suggests that *séan* orthologs are absent in some of the Drosophilidae species, such as *D. ananasse*, *D. virillis*, and *D. mojavensis* (Figure S4 in File S1). Such an evolutionary pattern raises the question as to which TFs regulate *nvd* expression in species that lack the *séan* or *mld* genes. It is noteworthy that *nvd* expression is spatiotemporally regulated in several lepidopteran species (Iga *et al.* 2013; Ogihara *et al.* 2015, 2017), the honeybee (Yamazaki *et al.* 2011), and even in a noninsect arthropod (Sumiya *et al.* 2016). It would be interesting to identify and characterize TFs responsible for *nvd* expression in these species. Individual insect genomes tend to harbor distinct sets of ZAD-C_2_H_2_ zinc finger genes, which expanded in an insect lineage-specific manner (Chung *et al.* 2007). Thus, it is possible that different ZAD-C_2_H_2_ zinc finger genes have evolved to regulate *nvd* expression in different species.

It should be noted that in *D. melanogaster*, both *nvd* and *spok* are located in the pericentromeric region of the third chromosome (Ono *et al.* 2006; Yoshiyama *et al.* 2006), which is thought to form constitutive heterochromatin (Fitzpatrick *et al.* 2005). Constitutive heterochromatin is a fundamental component of eukaryotic genomes and is believed to ensure a condensed and transcriptionally inert chromatin conformation in all cells of an organism [reviewed by Dimitri *et al.* (2009), Elgin and Reuter (2013), and Saksouk *et al.* (2015)]. Despite this, studies in the last four decades have revealed that constitutive heterochromatin contains active genes that are essential for viability in many organisms, including *D. melanogaster* [reviewed by Dimitri *et al.* (2009)] and mice (Rudert *et al.* 1995; Probst *et al.* 2010). To the best of our knowledge, Séan, Ouib, and Mld represent the first example of a set of TFs that regulate genes located in constitutive heterochromatin in a spatiotemporal-specific manner.

How do these three ZAD-C_2_H_2_ zinc finger proteins induce *nvd* and *spok* expression from a supposedly “inert” chromosomal region? In general, silenced heterochromatin displays distinctive chromatin characteristics including global hypoacetylation, trimethylation of histone H3 on lysine 9, and recruitment of the heterochromatin protein HP1 [reviewed by Elgin and Reuter (2013) and Timms *et al.* (2016)]. The ZAD domain is thought to serve as a protein–protein interaction domain (Jauch *et al.* 2003), suggesting that Séan and Ouib, along with Mld, might recruit cofactors that promote histone acetylation, followed by a reduction of H3K9m3 and reduced HP1 binding. Our analyses failed to detect any protein–protein interactions between Séan and Mld or between Ouib and Mld (T. Kamiyama and R. Niwa, unpublished results), suggesting that there are other interacting proteins, such as chromatin factors. Previous studies have reported that the zinc finger-containing proteins GAGA (Tsukiyama *et al.* 1994), Prod (Platero *et al.* 1998), and Su(var)3-7 (Cléard and Spierer 2001) associate with the heterochromatic chromocenter in *D. melanogaster*. Proteomic analysis to examine whether these or other factors physically interact with Séan, Ouib, and Mld are currently underway. These efforts will allow us to further elucidate the mechanisms by which heterochromatic gene expression is controlled.

## 

## Supplementary Material

Supplemental material is available online at www.genetics.org/lookup/suppl/doi:10.1534/genetics.117.300268/-/DC1.

# Supplementary material for: Cooperative Control of Ecdysone Biosynthesis in Drosophila by Transcription Factors Séance, Ouija Board, and Molting Defective
**Source:** Genetics. 2017 Nov 29;208(2):605–22. doi: 10.1534/genetics.117.300268
**Supplement:** Supplementary file 1

Supplemental Figures

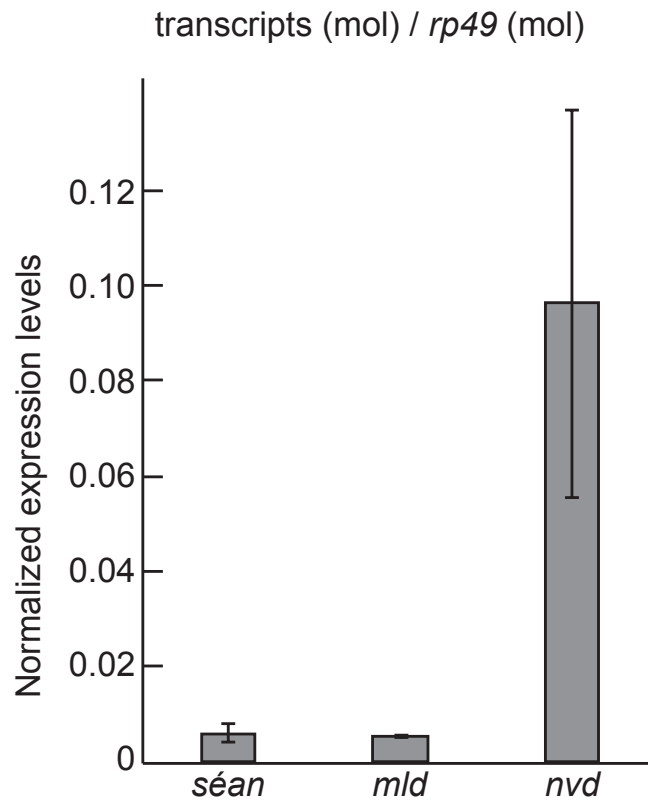

Figure S1. Expression levels of *séan*, *mld*, and *nvd* in the adult ovaries. Expression levels (the number of moles of transcripts) were normalized by the number of moles of *rp49* transcripts, each at N=3. Error bars are s. e. m. Neither *séan* nor *mld* transcripts in the ovary were at low levels. In contrast, the higher level of *nvd* transcripts was detected in the ovary, consistent with the previous study (Yoshiyama et al. 2006).

wt	MLIN	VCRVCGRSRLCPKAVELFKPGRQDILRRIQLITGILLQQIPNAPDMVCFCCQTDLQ
<i>séance</i> ⁵⁵⁷	MLIN	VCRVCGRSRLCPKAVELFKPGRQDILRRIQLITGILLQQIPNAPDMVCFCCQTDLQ
wt		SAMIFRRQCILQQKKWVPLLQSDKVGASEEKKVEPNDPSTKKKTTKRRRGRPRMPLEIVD
<i>séance</i> ⁵⁵⁷		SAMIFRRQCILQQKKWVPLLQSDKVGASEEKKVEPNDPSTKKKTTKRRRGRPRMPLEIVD
wt		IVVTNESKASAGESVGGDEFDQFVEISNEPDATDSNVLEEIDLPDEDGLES DHDLPNVQ
<i>séance</i> ⁵⁵⁷		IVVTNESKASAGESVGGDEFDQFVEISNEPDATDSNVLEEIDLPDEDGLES DHDLP **TIS**
		1 2
wt		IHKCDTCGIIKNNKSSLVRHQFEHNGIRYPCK---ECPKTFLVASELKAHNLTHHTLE
<i>séance</i> ⁵⁵⁷		**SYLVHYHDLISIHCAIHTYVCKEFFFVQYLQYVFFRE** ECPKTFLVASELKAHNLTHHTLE
		3 4
wt		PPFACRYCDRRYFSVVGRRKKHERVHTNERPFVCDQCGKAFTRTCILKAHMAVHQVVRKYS
<i>séance</i> ⁵⁵⁷		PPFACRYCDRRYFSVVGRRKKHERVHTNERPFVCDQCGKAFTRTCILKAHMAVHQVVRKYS
		5
wt		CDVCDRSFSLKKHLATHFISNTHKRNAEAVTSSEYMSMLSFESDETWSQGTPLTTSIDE
<i>séance</i> ⁵⁵⁷		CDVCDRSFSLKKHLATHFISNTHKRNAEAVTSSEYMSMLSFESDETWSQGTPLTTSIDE
wt		DLVQSQFDLLCQEV 370
<i>séance</i> ⁵⁵⁷		DLVQSQFDLLCQEV 374

Figure S2. Alignment of the predicted amino acid sequences of wild type (wt) *séance*, and the *séance*⁵⁵⁷ alleles. Green: ZAD domain. Brackets with circled numbers correspond to the five C₂H₂ zinc finger domains (cysteine and histidine residues are shown in yellow). The *séance*⁵⁵⁷ allele is the result of a 171 bp deletion that removes 104 bp from the 3' end of exon #2 and 67 bp from the 5' end of intron #2. This causes a predicted in-frame read-through of the remaining intron #2 sequence, resulting in a stretch of 41 inappropriate amino acids (shown in red) that are incorporated into the *séance*⁵⁵⁷-encoded protein, removing zinc finger domain #1 entirely and the first cysteine of zinc finger domain #2. Results are based on sequencing of the genomic *séance*⁵⁵⁷ allele, not actual cDNA.

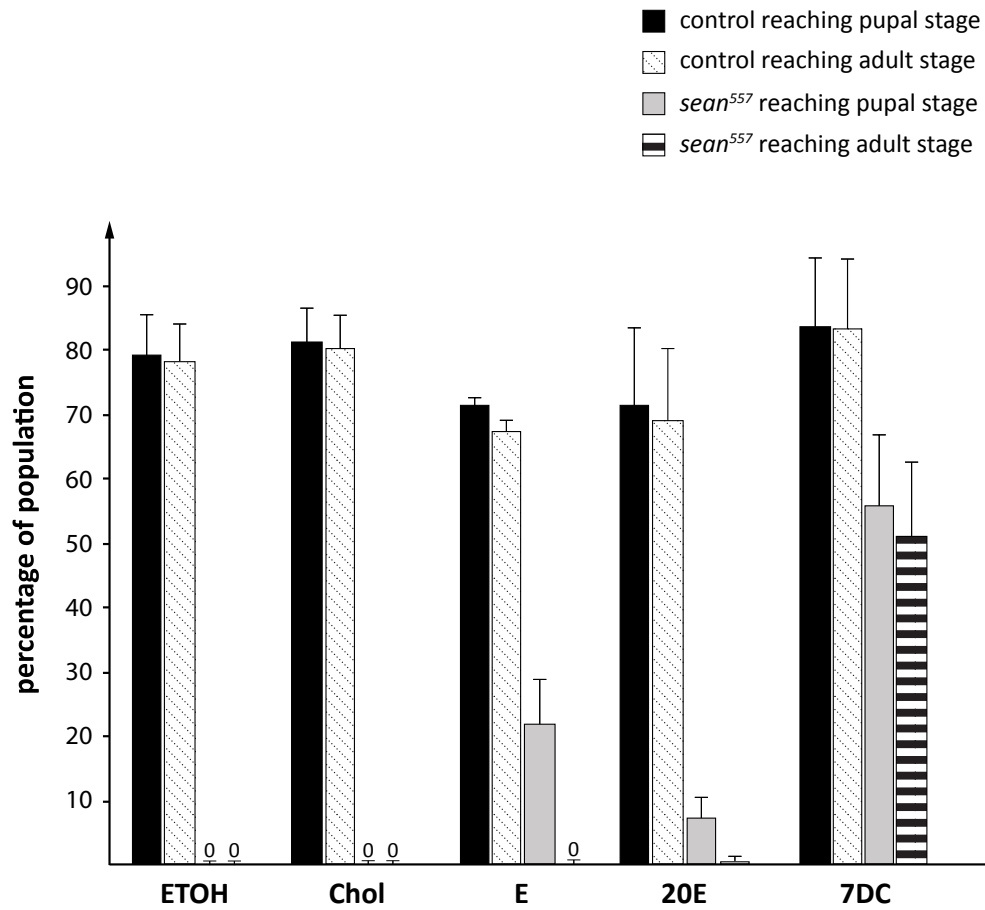

Figure S3. Dietary sterol supplementation of *seance*⁵⁵⁷ mutants. Larvae were fed diets containing either ethanol (ETOH, acts as a carrier control), cholesterol (Chol), α -ecdysone (E), 20-hydroxyecdysone (20E), or 7-Dehydrocholesterol (7DC). Only administration of 7DC yielded significant survival to adulthood, but both E and 20E led to a partial rescue, allowing mutants to develop to pupal stages.

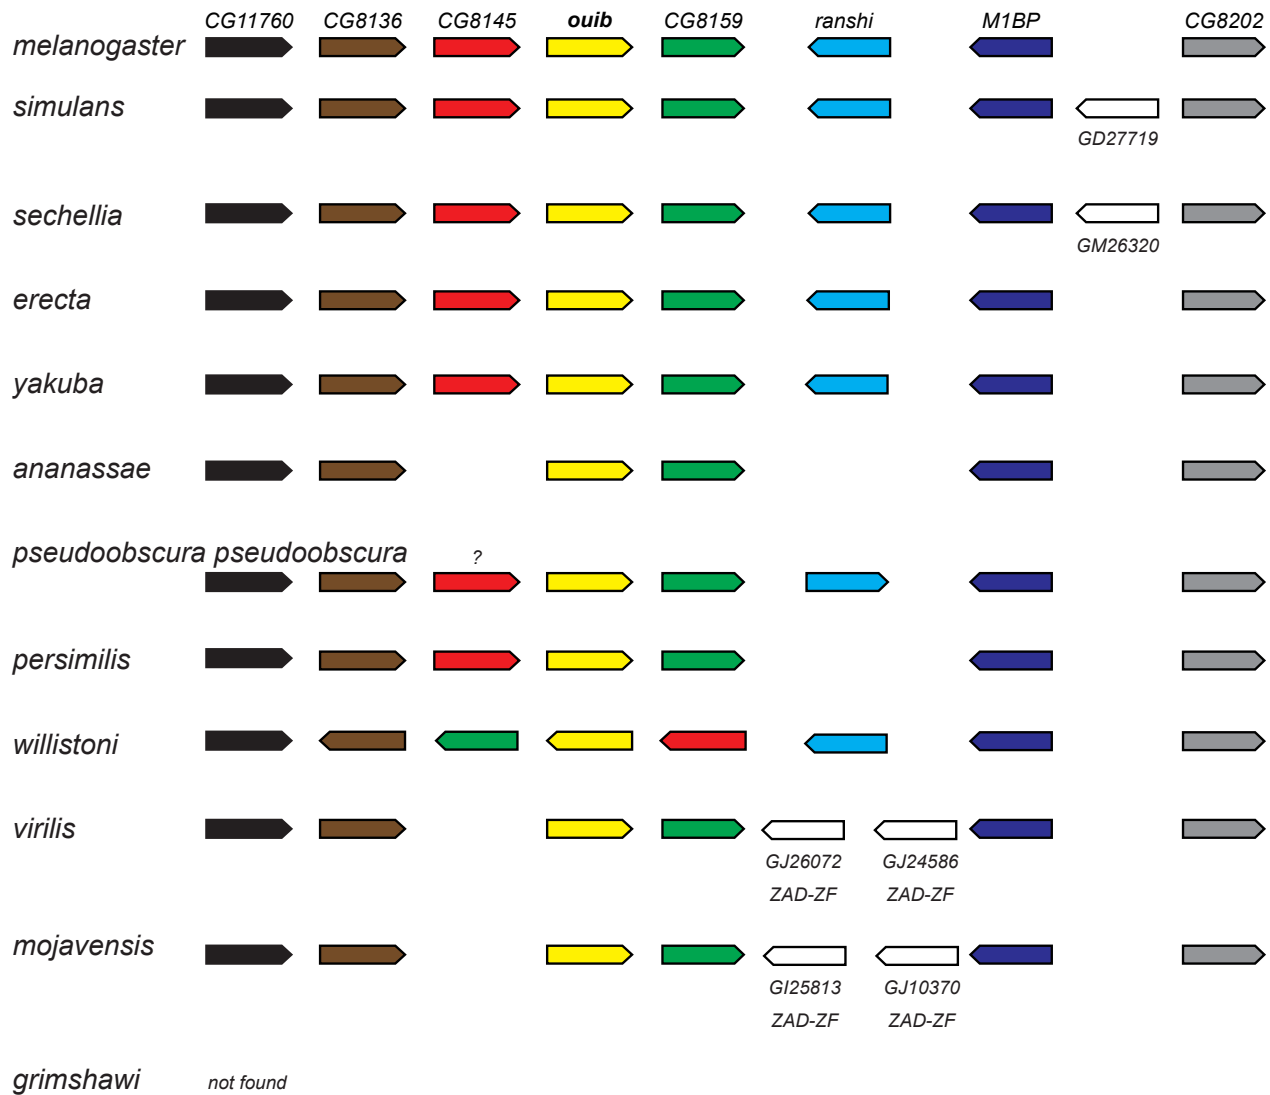

Figure S4. Synteny of *séan*, *ouib*, and other surrounding genes in Drosophilidae species.

Genome information was obtained from FlyBase. Each gene is represented by an arrow-like box, whose arrowhead indicates the 3' direction of the gene. *Séan* (CG8145), *ouib*, CG8159, *ranshi*, and M1BP are all ZAD-C₂H₂ zinc finger genes, whereas CG11760, CG8136, and CG8202, GD27719, and CG26320 are not. Each ortholog is represented by the same color, except for genes represented by white, which are not orthologous to each other. *D. grimshawi* genome information around these loci was not available. Note that some species lack clear orthologs of *séan* (CG8145).

<i>melanogaster</i>	-283	AGCTTTATTGCTCAG	-269
<i>simulans</i>	-111	AGCTTTATTGCTCAG	-97 (15/15)
<i>sechellia</i>	-213	AGCTTTATTGCTCAG	-209 (15/15)
<i>willistoni</i>	-137	ATGTAAATTGATCAG	-123 (10/15)

Figure S5. The evolutionary conservation of sequences similar to Séan-response element in putative *nvd* enhancer/promoter regions of some Drosophilidae species. EMBOSS Matcher (McWilliam et al., 2013) was used to search for sequences similar to the *D. melanogaster* Séan-response element (15 bp) within the 2 kb regions upstream of the translation initiation site of the *nvd* loci from *D. simulans* (GD11948), *D. sechellia* (GM18285), and *D. willistoni* (GK11941). Numbers before and after nucleotide sequences indicate the distance from the translation initiation site of *nvd*. Parentheses indicate numbers of identical matches to *D. melanogaster* Séan-response element. Note that genome sequence data around *nvd* loci from other *Drosophila* species were not available.

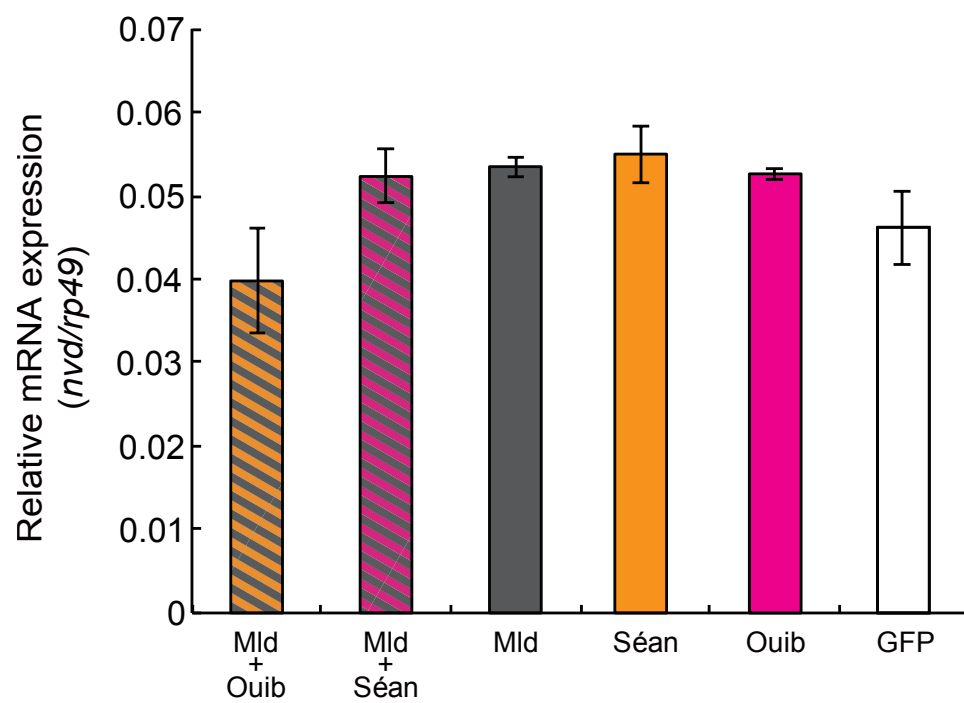

Figure S6. qPCR analysis to determine endogenous *neverland* expression levels in S2 cells transfected with different expression constructs.

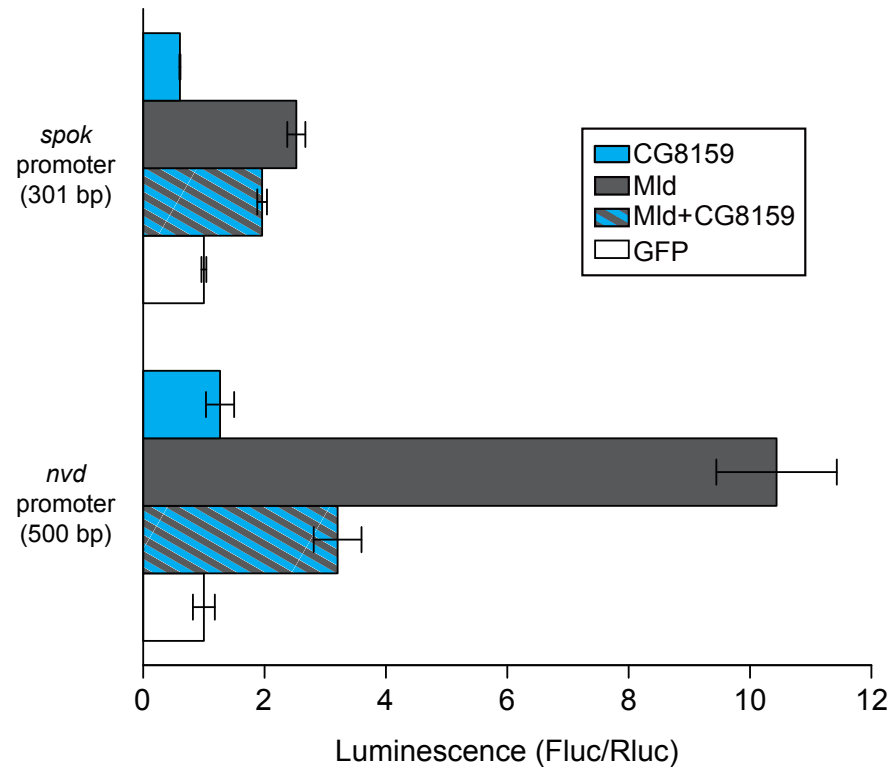

Figure S7. Luciferase reporter assay with *CG8159* and/or *mld* expression plasmids and *luc* plasmids. The *luc* plasmids contain the upstream elements of *spok* (the +331 to +32 bp region; 301 bp) and *nvd* (the +500 to +1 bp region; 500 bp). The GFP expression plasmid was used as a negative control, each at N=3.

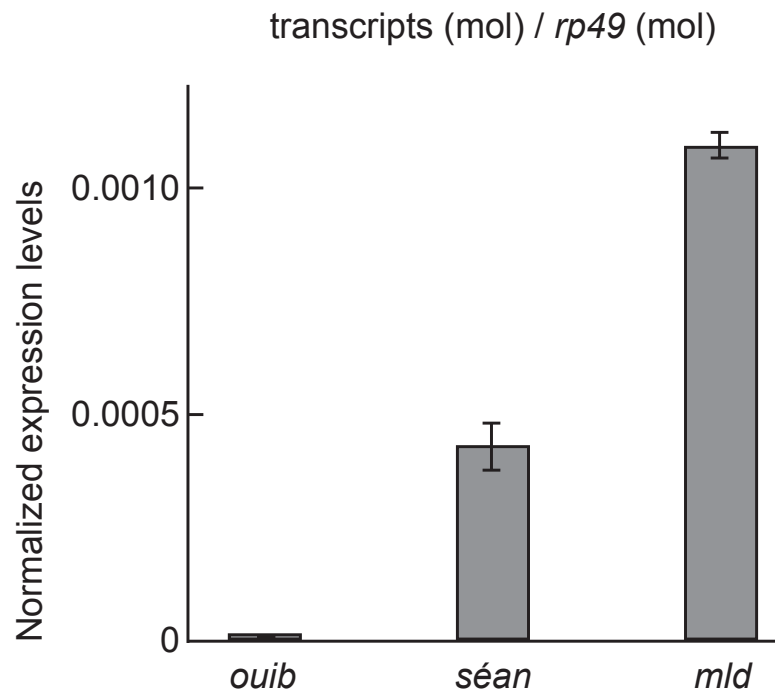

Figure S8. Expression levels of *ouib*, *séan*, and *mld* in S2 cells used in this study. Expression levels (the number of moles of transcripts) were normalized by the number of moles of *rp49* transcripts, each at N=3. Error bars are s. e. m.

# Supplementary material for: Cooperative Control of Ecdysone Biosynthesis in Drosophila by Transcription Factors Séance, Ouija Board, and Molting Defective
**Source:** Genetics. 2017 Nov 29;208(2):605–22. doi: 10.1534/genetics.117.300268
**Supplement:** Supplementary file 2

Table S1. Oligonucleotides used in this study.

Purpose	Name of primer	Sequence (5'-3')
Cloning of <i>séan</i> CDS	CG8145_CDS_F	ATGTTAATAAATGTGTGCCGAGTTTG<br>CG
	CG8145_CDS_R	TTAAACTTCCTGACACAAAAGGTCG<br>AATTGC
qRT-PCR primers for amplifying <i>séan</i> (for Figures S1 and S8)	CG8145_qRT-PCR_NEW_F	TACCCAATGTTCAAATCCACAAGTG<br>CGATACTTGTGG
	CG8145_qRT-PCR_NEW_R	CGCTACCAGAAAGGTCTTTGGGCAC<br>TCC
qRT-PCR primers for amplifying <i>mld</i> (for Figures S1 and S8)	mld_qPCR_Fwd	CGAGGAGATGACCATTGATGC
	mld_qPCR_Rev	TTTCGCGCGGAAGTTGGCCAC
Real-time PCR (for analyses on <i>séan</i> ⁵⁵⁷ allele and <i>séan</i> -RNAi animals in Figure 3C, and all data in Figure 3D)	rp49_qPCR_F	CGGATCGATATGCTAAGCTGT
	rp49_qPCR_R	GCGCTTGTTTCGATCCGTA
	Séance_qPCR_F	CCGTGGAGCTCTTCAAACC
	Séance_qPCR_R	CATTGGGAATCTGCTGAAGG
	Neverland_qPCR_F	CCCTCACCTAGGAGCCAACT
	Neverland_qPCR_R	GGCATATAACACAGTCGTCAGC
	shroud_qPCR_F	CGAATCGCTGCACATGAC
	shroud_qPCR_R	TAGGCCCTGCAGCAGTTTAG
	spookier_qPCR_F	GCGGTGATCGAAACAACCTC
	spookier_qPCR_R	CGAGCTAAATTTCTCCGCTTT
	phantom_qPCR_F	GGCATCATGGGTGGATTT
	phantom_qPCR_R	CAAGGCCTTTAGCCAATCG
	diembodied_qPCR_F	GTGACCAAGGAGTTCATTAGATTTC
	diembodied_qPCR_R	CCAAAGGTAAGCAAACAGGTTAAT
	shadow_qPCR_F	CAAGCGGATATTTGTAGACTTGG
	shadow_qPCR_R	AAGCCCACTGACTGCTGAAT
Vector construction for CRISPR/Cas9 system	CG8145_CRISPR_oligo3_s	cttcGCCGTGGAGCTCTTCAAACC
	CG8145_CRISPR_oligo3_as	aaacGGTTTGAAGAGCTCCACGGC
	CG8145_CRISPR_oligo6_s	cttcGATTCCCAATGCTCCGGATA
	CG8145_CRISPR_oligo6_as	aaacTATCCGGAGCATTGGGAATC
	CG8145_CRISPR_oligo_8	TACAAGTTTAGGTGTTACGTGG
	CG8145_CRISPR_oligo_9	CCACGTGAACACCTAAACTTGTA
Amplifying the target sites of CRISPR/Cas9 system	CRISPR_8145_check_F	AACTTAGCGGGTAATTTCAAATCTA<br>ATGTGCC
	CRISPR_8145_check_R	CTTCGCCGCTTGGTGCTTTTC
Sequencing <i>séan</i> ⁵⁵⁷ locus	seanceS_F	TGCAGCAGAAGAAATGGGTG
	seanceS_R	TCGCAACTAAAACGGGAATGA
Construction for pWALIUM10-moe with V5 tags at N-terminus of an insert	pWAL-V5-N-F	AATTATGGGCAAGCCCATCCCCAAC<br>CCCCTGCTGGGCCTGGATTCCACCA
	pWAL-V5-N-R	GATCTGGTGGAATCCAGGCCAGCA<br>GGGGTTGGGGATGGGCTTGCCCAT
Vector construction to overexpress <i>V5-séan</i>	CG8145_N-V5_F	catatggcATGTTAATAAATGTGTGCCGA<br>GTTTGCG
	CG8145_N-V5_R	gctagcTTAAACTTCCTGACACAAAAG<br>GTCGAATTGC

Vector construction to overexpress <i>HA-mld</i>	mld_gw_Fwd	caccATGAGTGCCAACCGAAGAAGACG
	mld_gw_Rev_stop	TTATGGCGTTGTGGCATAGGATTCC
Vector construction to overexpress a <i>D. melanogaster nvd</i> cDNA<br><br>(Mutated bases are underlined.)	EXON1FOR	GGATGTCATTGCTAAAGAATAATTGGA <u>ACC</u> GATCAGTAATG
	EXON1REV	CATTACTGATCGGTTTCCAATTATTC TTAGCAATGACATCC
	EXON2FOR	GCTGACGACTGTGTTATATGCC <u>CT</u> TTTCATCAATGG
	EXON2REV	CCATTGATGAAAAG <u>G</u> GCATATAACA CAGTCGTCAGC3
Construction of 3xTy1-tag pBluescript II SK(-)	Ty1_x3_For	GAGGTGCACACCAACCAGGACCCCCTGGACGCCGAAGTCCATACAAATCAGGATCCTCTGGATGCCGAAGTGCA CACCAATCAGGATCCCCTGGACGCT
	Ty1_x3_Re	AGCGTCCAGGGGATCCTGATTGGTG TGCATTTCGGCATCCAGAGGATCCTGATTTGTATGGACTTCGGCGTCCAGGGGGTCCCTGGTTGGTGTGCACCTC
Amplifying Ty1-tag fragment for <i>Ty1-CG8159</i> construction	Ty1ForprimerpBlueGib	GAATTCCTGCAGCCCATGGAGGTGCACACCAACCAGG
	Ty1-Rev-primer	AGCGTCCAGGGGATCCTG
Amplifying CG8159 coding region for <i>Ty1-CG8159</i> construction	CG8159-Fwd-Gib	GGATCCCCTGGACGCTATGCTGCAA AATGTGTGCCG
	CG8159-Rev-Gib	ACTAGTGGATCCCCCTAGTTTGTAC TATACATTAGAG
<i>nvd</i> -luciferase vector construction<br><br>(Lower case letters indicate restriction enzyme recognition sites.)	nvd_upstream_5kb_F	gcggccgcAGCCTAAATCCTAAAAAAC TG
	nvd_upstream_4kb_F	gcggccgcATTTGGCCCGAACCC
	nvd_upstream_3kb_F	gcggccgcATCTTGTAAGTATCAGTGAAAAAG
	nvd_upstream_2kb_F	gcggccgcGTATGAGAAAAACGAGCG
	nvd_upstream_1kb_F	gcggccgcATTCCGCTCGTGAAAG
	nvd_upstream_900b_F	gcggccgcTAAAAAACCGCAACCACAT A
	nvd_upstream_800b_F	gcggccgcGTAGTGCTCAAATCAGGCA C
	nvd_upstream_700b_F	gcggccgcGTATAATATGTAATATGTC GCTGTAAC
	nvd_upstream_600b_F	gcggccgcAATTATGATATATATTAATT TTTTAGTC
	nvd_upstream_500b_F	gcggccgcTATTATGGATTATAAAGATAC ATAAATATAAACAGGTAATATACATAT TTTC
	nvd_upstream_301b_F	gcggccgcGCCGAAAAATATTAAATA GC
	nvd_upstream_281b_F	gcggccgcCTTTATTGCTCAGCTAAGG ACCAC
	nvd_upstream_261b_F	gcggccgcCCACCCTAACGAAAACGGT GAAC
	nvd_upstream_R1	agatctATTATTAATAAGTATCTATAATA ATAG

<i>nvd</i> -luciferase construct with transversion mutation<br><br>(Underline indicates the transversion mutation sequences.)	nvd_upstream_300b ver_F1	ATAAGAATGCGGCCGCGCCGGAAA<br>AATATTAAATCTAGGGCGGTAGACT<br>CTAAGGACC
	nvd_upstream_R2	GGAAGATCTATTATTAATAAGTATC<br>TATAATAATAG
<i>spok</i> -luciferase vector construction<br><br>(Lower case letters indicate restriction enzyme recognition sites.)	spok_upstream_111-32b F	actgagctcTCTTTTTTATAGAATTTATT
	spok_upstream_111-32b R	ggaagatctCTTATATACAAAAACCCTTT
	spok_upstream_91-32b F	cTTAAATATGCGTTTGACCTATGAAA<br>TTTTATTGTTGTTGGAAAGGGTTTT<br>GTATATAAGa
	spok_upstream_91-32b R	gatctCTTATATACAAAAACCCTTTCCA<br>ACAACAATAAAATTCATAGGTCAA<br>ACGCATATTTAAgagct
	spok_upstream_71-32b F	cTGAAATTTTATTGTTGTTGGAAAGG<br>GTTTTGTATATAAGa
	spok_upstream_71-32b R	gatctCTTATATACAAAAACCCTTTCCA<br>ACAACAATAAAATTCAgagct

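The genes listed in Table S2 come from the upregulated group, and each GO term stands beside the genes of that group which carry it. Of 77 different genes named under the terms, 75 were matched to the deposited values, and all 75 were higher in *phm>séan*-RNAi ring glands, by a median of 3.38-fold. In these values 41 of the 75 reached 3-fold, against all 75 on the scale of Table S4, chosen after the data were seen. For 40 of them the authors' deposited table has a *P*-value under 0.05. Beyond sterol and redox enzymes, the listed genes include chitinase-like growth factors, chaperones and the clock gene *tim*. *Idgf4* went from 82.5 RPKM in controls to 337 RPKM in *phm>séan*-RNAi ring glands, and *Cht7*, a chitinase gene, from 4.02 to 21.9 RPKM. The insulin antagonist *ImpL2* went from 249 to 682 RPKM and *tim* from 7.86 to 19.4 RPKM. *Acer*, listed under sleep, went from 0.881 to 64.3 RPKM, and *Ude*, listed under pupation, from 2.91 to 52.8 RPKM. All 6 have a *P*-value under 0.05 in the authors' deposited table, whereas the small heat shock gene *l(2)efl*, at 53.8 and 891 RPKM, has *P* = 0.0826.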

Table S2: GO term (“Biological Process”) enrichment for genes with differential expression in *séance*-RNAi prothoracic glands (360 upregulated genes).

GO Term	GO Term Description	Count	P Value	Genes	Fold Enrichment
0055114	oxidation-reduction	29	9.4E-07	<i>Trxr-1 Aldh Cyp317a1 P5CDh1 phm sad AOX3 Cyp6a13 Cyp4g1 CG9747 CG32557 Hmgcr spok Fmo-2 CG9512 CG3719 FASN2 Jafrac1 Cyp18a1 CG9674 Gpdh CG15093 Sod1 Nmdmc Cyt-b5 CG5167 Cyp6a9 CG17896 Drat</i>	2.9
0006497	protein lipidation	4	1.1E-03	<i>l(2)efl por stv CG14207</i>	18.1
0006117	acetaldehyde metabolic process	3	5.7E-03	<i>Aldh Adh AOX3</i>	24.4
0006694	steroid biosynthesis	3	8.4E-03	<i>CG17597 sit Start1</i>	20.4
0035074	pupation	3	1.2E-02	<i>Ude ftz-f1 Cyp18a1</i>	17.5
0018990	ecdysis, chitin-based cuticle	4	1.4E-02	<i>Idgf3 Cht7 Idgf4 Hmgcr</i>	7.8
0006032	chitin catabolism	4	2.2E-02	<i>Idgf3 Idgf2 Cht7 Idgf4</i>	6.5
0008340	determination of adult lifespan	10	2.4E-02	<i>Trxr-1 Tsp42Ef AGBE VhaSFD cher CG30427 Jafrac1 Sod1 Trx-2 ImpL2</i>	2.4
0006749	glutathione metabolism	5	2.7E-02	<i>GstS1 GstD10 GstT4 GstD9 GstE14/nobo</i>	4.3
0030431	sleep	8	3.0E-02	<i>l(3)02640 Tsp97E cher tim Cpr67B Acer Drat Tsp42El</i>	2.7
0042632	cholesterol homeostasis	3	3.3E-02	<i>mag sit GstE14/nobo</i>	10.2
0035556	intracellular signal transduction	7	3.7E-02	<i>Sbf CG4325 CG7510 Sik2 CG10737 dop Plc21C</i>	2.8
0006697	ecdysone biosynthesis	3	3.9E-02	<i>spok sad phm</i>	9.4
0046034	ATP metabolism	3	4.5E-02	<i>Adk1 scu CG17726</i>	8.7
0006090	pyruvate metabolism	3	4.5E-02	<i>Aldh Pdp l(1)G0334</i>	8.7
0006783	heme biosynthesis	3	4.5E-02	<i>Pbgs FeCH CG34423</i>	8.7

Red: genes with known roles in cholesterol and ecdysone homeostasis.

Table S3: GO term (“Biological Process”) enrichment for genes with differential expression in *séance*-RNAi prothoracic glands (248 downregulated genes).

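Of 64 different genes named under the terms of Table S3, 63 were matched to the deposited values, and all 63 were at least 3-fold lower in *phm>séan*-RNAi ring glands, by a median of 6.51-fold. The authors' deposited table has a *P*-value under 0.05 for 42 of them. The terms include chitin binding, peptidase inhibitor, transcription factor, structural molecule and cytoskeletal protein binding. The chitin deacetylase gene *serp* went from 312 RPKM in controls to 40.1 RPKM in *phm>séan*-RNAi ring glands, the chitinase gene *Cht5* from 188 to 7.76 RPKM and the chitin-binding gene *obst-A* from 1432 to 295 RPKM. Among the protease inhibitors, *Spn43Aa* went from 811 to 28.5 RPKM. The actin gene *Act42A* went from 563 to 122 RPKM and *Jupiter*, a microtubule-associated protein gene, from 229 to 21.8 RPKM. All 6 have a *P*-value under 0.05 in the authors' deposited table. In a list of 13 tracheal and chitin matrix genes fixed before the data were examined, all 13 were lower, with a median log2 change of -2.28 below that of every random list. Members such as *verm*, *serp*, *obst-A* and *Cht5* are also in Table S3, so the list is not independent of it. Of the 13 genes, 10 have a *P*-value under 0.05 in the authors' deposited table, of which 9 passed when adjusted over the list alone. The tracheal regulators *trh* and *btl* are among them, at 146 and 25.5 RPKM and at 19.2 and 3.33 RPKM.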

GO Term	GO Term description	Count	P Value	Genes	Fold Enrichment
0030246	carbohydrate binding	11	7.4E-04	<i>Muc11A verm obst-A CG12009 Cht5 pgant4 LManII lectin-24Db PGRP-SC2 serp Cht10</i>	3.68
0019842	vitamin binding	8	8.4E-04	<i>apolpp CG1544 GlcAT-P CG5958 CG2663 Sply Oat pinta</i>	5.16
0004866	endopeptidase inhibitor	7	1.5E-03	<i>CG15369 CG16704 Reck Spn88Eb Spn43Aa CG32354 CG31777</i>	5.59
0030414	peptidase inhibitor	7	1.8E-03	<i>CG15369 CG16704 Reck Spn88Eb Spn43Aa CG32354 CG31777</i>	5.39
0001871	pattern binding	8	3.1E-03	<i>Muc11A verm obst-A CG12009 Cht5 PGRP-SC2 serp Cht10</i>	4.12
0030247	polysaccharide binding	8	3.1E-03	<i>Muc11A verm obst-A CG12009 Cht5 PGRP-SC2 serp Cht10</i>	4.12
0008061	chitin binding	7	4.5E-03	<i>Muc11A verm obst-A CG12009 Cht5 serp Cht10</i>	4.47
0005198	structural molecule	16	4.5E-03	<i>Eig71Ee Act87E Cpr78E Act42A Jupiter Sgs3 apolpp Sgs5 scb Sgs4 obst-A Sgs7 Sgs8 Cpr57A Arpc3B Cpr49Ac</i>	2.24
0005501	retinoid binding	3	6.3E-03	<i>apolpp CG5958 pinta</i>	23.95
0004857	enzyme inhibitor	7	6.6E-03	<i>CG15369 CG16704 Reck Spn88Eb Spn43Aa CG32354 CG31777</i>	4.14
0016564	transcription repressor	7	6.9E-03	<i>kni br E(spl)mbeta-HLH esg E(spl)m3-HLH ovo jing</i>	4.10
0019840	isoprenoid binding	3	9.9E-03	<i>apolpp CG5958 pinta</i>	19.16
0005344	oxygen transporter	3	1.7E-02	<i>Lsp2 glob1 Fbp1</i>	14.74
0003700	transcription factor	13	1.7E-02	<i>kni br peb scro E(spl)mbeta-HLH srp bab2 tin Eip75B knrl pnr E(spl)m3-HLH jing</i>	2.13
0016566	specific transcriptional repressor	4	1.8E-02	<i>kni br E(spl)mbeta-HLH E(spl)m3-HLH</i>	7.09
0004867	serine-type endopeptidase inhibitor	5	1.8E-02	<i>CG16704 Reck Spn88Eb Spn43Aa CG31777</i>	4.91
0008092	cytoskeletal protein binding	9	2.0E-02	<i>Hsp23 ena apolpp nuf Tektin-C sn Arpc3B Jupiter CG14687</i>	2.64
0005200	structural constituent of cytoskeleton	4	2.7E-02	<i>Act87E Act42A Arpc3B Jupiter</i>	6.08
0004099	chitin deacetylase	2	3.1E-02	<i>verm serp</i>	63.85
0004879	ligand-dependent nuclear receptor	3	4.9E-02	<i>kni Eip75B knrl</i>	8.33

Red: genes with known roles in cholesterol and ecdysone homeostasis.

Table S4. Fold changes for genes listed in Table 1.

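Table S4 gives a fold change, a *P*-value and an RPKM value per group for 32 genes, of which 31 were matched to the deposited values, and all 31 lay in the direction the table gives. The deposited RPKM values are a fixed multiple of those in Table S4, 7.01 times in the control and 4.94 times in the *phm>séan*-RNAi group, within 3% for 30 of the 31 genes. The ratio of these factors is 1.42, so that a fold upward is 1.42 times larger in Table S4 than in the deposited values and a fold downward that much smaller. Divided by these factors, the deposited values give the folds of Table S4 to within 0.960%. On the deposited scale 24 of the 31 genes were at least 3-fold changed, and on the scale of Table S4 all 31 were. The largest folds were those of *GstD10* on the higher side and, on the lower side, of *Hr4* and *nvd*, followed by *CG14946* and *Cyp4e2*. *CG14946* was at 35.2 and 2.76 RPKM, *CG32557* at 572 and 3725 RPKM and *Cyp317a1* at 0.928 and 13.1 RPKM, none with a *P*-value under 0.05 in the authors' deposited table. *CG7675*, from 64.5 to 302 RPKM, and *Drat* (*CG1600*), from 23.1 to 128 RPKM, are below 0.05 there.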

Flybase IDs					linear total RPKM	
FBgn	CG	SYMBOL	Fold Change	P value	Control	CG8145 RNAi
FBgn0264562	CG43934	<i>Hr4</i>	-34.77	5.00E-02	14.19	0.41
FBgn0259697	CG40050	<i>nvd</i>	**-9.50**	4.24E-02	29.88	3.15
FBgn0032405	CG14946	<i>CG14946</i>	-8.98	9.98E-02	5.02	0.56
FBgn0014469	CG2060	<i>Cyp4e2</i>	-7.53	1.20E-01	6.12	0.81
FBgn0000568	CG8127	<i>Eip75B</i>	-4.07	1.07E-01	47.37	11.65
FBgn0001320	CG4717	<i>kni</i>	-3.84	6.63E-02	27.29	7.11
FBgn0001323	CG4761	<i>knrl</i>	-3.47	7.45E-02	25.83	7.44
FBgn0004959	CG6578	<i>phm</i>	**3.00**	1.07E-01	466.14	1399.22
FBgn0038038	CG5167	<i>CG5167</i>	3.03	1.47E-01	2.95	8.95
FBgn0030484	CG1681	<i>GstT4</i>	3.05	6.69E-02	1.90	5.79
FBgn0037138	CG7145	<i>P5CDh1</i>	3.05	1.13E-01	4.92	15.00
FBgn0003312	CG14728	<i>sad</i>	**3.13**	4.88E-02	2262.16	7070.60
FBgn0030593	CG9512	<i>CG9512</i>	3.28	1.96E-01	0.62	2.03
FBgn0040070	CG31884	<i>Trx-2</i>	3.44	2.49E-01	27.59	94.86
FBgn0086917	CG41624	<i>spok</i>	**3.89**	9.82E-02	464.55	1807.63
FBgn0001078	CG4059	<i>ftz-fl</i>	4.79	9.80E-03	0.84	4.03
FBgn0031360	CG31937	<i>CG31937</i>	4.96	1.81E-01	6.17	30.61
FBgn0024986	CG3719	<i>CG3719</i>	5.01	1.25E-01	1.89	9.44
FBgn0033304	CG2397	<i>Cyp6a13</i>	5.19	2.00E-02	0.65	3.36
FBgn0038349	CG6045	<i>AOX3</i>	5.75	3.35E-02	0.87	4.98
FBgn0010019	CG3972	<i>Cyp4g1</i>	6.41	9.64E-02	91.32	585.30
FBgn0038610	CG7675	<i>CG7675</i>	6.66	2.36E-02	10.11	67.32
FBgn0038020	CG10091	<i>GstD9</i>	7.08	1.06E-01	1.66	11.75
FBgn0010226	CG8938	<i>GstS1</i>	7.18	6.00E-02	41.22	296.14
FBgn0033817	CG4688	<i>GstE14/nobo</i>	7.53	1.86E-02	44.09	331.77
FBgn0033188	CG1600	<i>Drat</i>	7.88	2.68E-02	3.29	25.92
FBgn0013771	CG10246	<i>Cyp6a9</i>	8.18	1.30E-01	0.30	2.49
FBgn0052557	CG32557	<i>CG32557</i>	9.25	5.40E-03	81.53	754.09
FBgn0042627	CG3524	<i>v(2)k05816</i>	15.74	5.81E-02	0.29	4.54
FBgn0033982	CG17453	<i>Cyp317a1</i>	20.02	1.36E-01	0.13	2.65
FBgn0010383	CG6816	<i>Cyp18a1</i>	31.60	4.35E-02	0.15	4.65
FBgn0042206	CG18548	<i>GstD10</i>	49.89	3.52E-03	0.15	7.65

Halloween genes are indicated in blue (upregulated) and red (downregulated).

Table S5. Feeding rescue activity of 7DC and 20E for loss-of-function animals of *séance*, *neverland*, *noppera-bo*, and *Niemann-Pick type C lysosome storage disease gene a*.

Data were obtained by this study and from the published literature. All loss-of-function animals reared on normal food died during larval stages. Values in the Table represent percentages of animals that reached the adult stage when 7DC or 20E was supplemented in the food.

Genotype	7DC (%)	20E (%)	References
<i>séan</i> ³³ / <i>séan</i> ⁶⁰	65	0	This study
<i>phm</i> > <i>nobo</i> -RNAi	81	24	Enya et al. 2014
<i>phm</i> > <i>nvd</i> -RNAi	97	4	Yoshiyama et al. 2006
<i>npc1a/npc1a</i>	30	0	Huang et al. 2005

How the deposited data were processed for this re-analysis (not part of the article)

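RNA-Seq was done on ring glands dissected 44 hr after the L2/L3 molt from control and *phm>séan*-RNAi larvae, with 2 libraries per genotype and 20 ring glands per library. The submitters' notes name CASAVA 1.8 for base calls, FastQC, TopHat2 for alignment and the dm6 build, and the paper names ArrayStar 4.0 for normalization. The authors' deposited table lists 13984 genes, each with 1 RPKM value per genotype, the authors' signed fold change and the authors' *P*-value. The values are linear RPKM, and they fit the geometric mean of the 2 libraries of a genotype. The authors' fold change is the ratio of these values, to within 2.27%, signed negative when the *phm>séan*-RNAi value is lower. The P value of each gene was computed by the authors and is given as deposited, unadjusted, and the paper's text does not name the test behind it. The smallest RPKM value is 0.013, at which 1032 genes are listed in both genotypes. The 50 most abundant genes took 39.5% of the summed RPKM in the control and 41.3% in the *phm>séan*-RNAi group, and 34 of these 50 encode ribosomal proteins.

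A limma test across the 4 libraries had been planned, with no test if only group values were given. The table gives group values, so no test across replicates was made, no standard deviation is printed, and neither a standard error nor a leave-one-out value could be had. The read depth of the libraries is not given in the sources used here, so no counting interval was computed. Fisher's exact test had been planned for the families of Table 1 and rotation and correlation-adjusted tests for the gene lists. Observed and expected counts, and the percentile of each list's median among 10000 random lists drawn within 20 bins of mean expression, were used in their place. Genes listed at the floor are given without a fold.

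Ratios were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. The 3-fold counts use all genes and no added value. Log2 changes use 1 RPKM added to both group values and the 8717 genes with a mean of at least 1 RPKM. Over these genes the authors' *P*-values were adjusted by the Benjamini-Hochberg method, and over the members of each list where so stated. Positions come from the Ensembl 115 annotation of BDGP6.54, which holds 13542 of the 13984 identifiers. The alternatives tried were 0.1 and 0.5 RPKM added, no filter, a mean of at least 5 RPKM, a 2-fold cutoff, median-of-ratios scaling, an equal sum of RPKM, the same sum without the 50 most abundant genes, and quantile normalization. The values divided by the factors that link them to Table S4 were added later. The procedure was tested on simulated group values with a small spread, for genes of at least 1 RPKM in the control and after median-of-ratios scaling. All genes changed 8-fold, all genes raised 4-fold and 98% of those lowered 4-fold were recovered at the 3-fold cutoff, and no unchanged gene passed it. The simulation does not cover genes at low values, so it cannot tell how many of the unfiltered 3-fold calls are false.

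Genes named are the 5 genes of the cluster and *mld*, the genes the paper names from the RNA-Seq and those of Table 1 and Table S4, up to 10 genes in each direction at an adjusted *P*-value under 0.05, filled up by the smallest *P*-value, and up to 4 members of each list with the largest change. The Table S4 values had been seen in the paper when this rule was set. Other genes, among them those taken from Tables S2 and S3 and other list members, were chosen after their values were seen. *spok* and the genes *scro* and *dop* of the paper's tables could not be matched to a gene of the deposited table. GO annotations in that table were not used. The response element sequences were not searched for here.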

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

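The choice of the 7 single genes below was made after the values were seen, as those with at least 1000 RPKM in *phm>séan*-RNAi ring glands, at least 10-fold higher, with a *P*-value under 0.05 in the authors' deposited table and not in Tables S2 to S4. The 4 gene lists were fixed beforehand, and they stand here because the paper does not discuss these groups and their medians lay above the 97.5th percentile of random lists. No technical explanation was tested for these results. In the same samples the median log2 changes of fat body (-2.21), salivary gland (-2.36), tracheal and chitin (-2.28) and dorsal vessel (-1.50) genes were negative, so a different share of other tissue in the samples remains open.

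Of 45 nuclear genes for subunits of the respiratory chain, 41 were higher in the deposited values, 10 of them with a *P*-value under 0.05 in the authors' deposited table, and the median log2 change was 0.42, above every random list. Examples are *CG32230*, at 1813 RPKM in controls and 3214 RPKM in *phm>séan*-RNAi ring glands, and *CG3621*, at 236 and 478 RPKM. Of 12 glycolysis genes 11 were higher, 3 of them with a *P*-value under 0.05 there, with a median of 0.78. *Pglym78* went from 71.8 to 195 RPKM and *Ald* from 67.3 to 169 RPKM, while the lactate dehydrogenase gene *ImpL3* was at 18.2 and 5.46 RPKM (*P* = 0.119 in the authors' deposited table). None of the respiratory chain or glycolysis genes passed when adjusted over the list alone.

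Antioxidant genes had a median log2 change of 0.93, with 6 of 10 higher, of which *Sod*, *Trxr-1*, *Jafrac1* and *Trx-2* are in Table S2, drawn by the study from these samples as upregulated. *Sod*, the cytosolic superoxide dismutase gene, went from 1735 to 3933 RPKM and passed when adjusted over the list alone. *Cat*, the catalase gene, went the other way, from 57.0 to 26.8 RPKM (*P* = 0.0125 in the authors' deposited table), and *Gclm*, at 18.2 and 13.2 RPKM, is lower in the deposited values and higher on the scale of Table S4. All 4 oenocyte markers were higher, with a median log2 change of 2.41, and 2 of them passed when adjusted over the list alone. *spidey* (*CG1444*) went from 34.1 to 218 RPKM, and *FASN2* was at 2.02 and 22.4 RPKM. *Cyp4g1*, the most abundant of the 4, is also a member of the P450 list and of Table S4, and *FASN2* is in Table S2.

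The single genes were *CG5225*, 205-fold higher at 21202 RPKM in *phm>séan*-RNAi ring glands against 103 RPKM in controls, *Victoria*, 145-fold higher (11.8 to 1706 RPKM), and *Kaz1-ORFB*, 38.2-fold higher (605 to 23067 RPKM). They were followed by *CG15201* at 33.5-fold (88.6 to 2965 RPKM), the chitin-binding gene *obst-E* at 27.7-fold (65.4 to 1813 RPKM), *PebIII* at 15.3-fold (88.0 to 1350 RPKM) and *Lectin-galC1* at 13.1-fold (280 to 3677 RPKM).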

How the results depend on the processing

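The settings on the scale of Table S4, with the authors' *P*-value beside the fold, with genes at the floor left out and those for the authors' adjusted *P*-values were chosen after the values were seen. No paired analysis was possible because only 1 value per genotype is given. Leaving out each library, a block for replicate number, limma with and without a variance trend, a 3-fold change in each library, and the planned set tests could not be run on group values.

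Of 17 gene lists outside the 2.5th to 97.5th percentiles, 15 kept their side under all 10 alternatives. The exceptions were sterol transport, at the 97.3rd percentile with no filter, and the P450 list, at the 95.7th on the scale of Table S4. The ATP synthase list passed the 97.5th percentile only with no filter, at 98.1. The log2 changes of 228 genes were compared over 7 alternatives, and a change of direction was counted only where the authors' *P*-value was under 0.05. By that rule 2 changed direction, those of *Mcm7* (0.044) and *Gclm* (0.029) on the scale of Table S4. Genes with a larger *P*-value were not counted, though *EcR*, *usp*, *M1BP* and *vvl*, among others, turn after scaling. *Hr78* (*P* = 0.00844 in the authors' deposited table), not in that count, also turns higher on the scale of Table S4. The nvd change, -3.67 on the log2 scale, was -3.74 and -3.71 with 0.1 and 0.5 RPKM added, -3.39 after median-of-ratios scaling, -3.65 at an equal sum of RPKM, -3.62 at the sum without the 50 most abundant genes, -3.46 after quantile normalization and -2.90 on the scale of Table S4.

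The 3-fold counts, 1851 higher and 2333 lower, rest largely on low values. They were 347 and 759 with 1 RPKM added, 452 and 1027 at a mean of at least 1 RPKM, 374 and 617 with the authors' *P*-value under 0.05, 944 and 1471 without genes at the floor, and 371 and 276 on the scale of Table S4 with the larger group at 2 RPKM or more. With 0.1 RPKM added 1065 were higher. The share of 3-fold genes that were higher, 44.2%, was 31.4% with 1 RPKM added, 30.6% at a mean of at least 1 RPKM and 57.3% in the last of these settings on the scale of Table S4. Of genes at an adjusted *P*-value under 0.05, 3 higher and 4 lower, 0 and 0 were left at a mean of at least 5 RPKM, and 17 and 19 passed at 0.1.

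Among the families, 3-fold higher genes of ecdysone biosynthesis (2) were 5 at a 2-fold cutoff and 5 on the scale of Table S4, and 1 with the authors' *P*-value; lower genes (1) were 2 over all genes. Higher P450 genes (10) were 24 over all genes, 18 at 2-fold, 4 with the authors' *P*-value and 16 on the scale of Table S4. Lower P450 genes (7) were 19, 13 and 3 under the first of these settings, in that order, and 1 on the scale of Table S4 with the larger group at 2 RPKM or more. Higher GST genes (5) were 8 over all genes. Lower GST genes (4) were 1 with 1 RPKM added, 7 over all genes, 2 after median-of-ratios scaling, 0 with the authors' *P*-value, 1 on the scale of Table S4 and 0 there with the larger group at 2 RPKM or more. Higher nuclear receptor genes (1) were 3 over all genes and 0 with the authors' *P*-value, and lower ones (7) were 4 with it.

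The median of the P450 list, -0.0047, turned positive with no filter (0.044), at a mean of at least 5 RPKM (0.96), after median-of-ratios scaling (0.22), at an equal sum of RPKM (0.002), at the sum without the 50 most abundant genes (0.037), after quantile normalization (0.28) and on the scale of Table S4 (0.17). That of the ribosomal protein list turned positive after median-of-ratios scaling (0.0165) and on the scale of Table S4 (0.23). The scalings, quantile normalization apart, shift the log2 ratio of all genes by a constant. With 1 RPKM added, the shift of the log2 change differs with a gene's level. Table S4 values are also smaller in both groups, so the added 1 RPKM weighs more there. Log2 changes, medians and percentiles on that scale therefore mix the between-group scale with a larger relative added value. On the scale of Table S4 the log2 ratio shifts by 0.505, while the ecdysone response median moved from -1.83 to -0.86. For the filters and quantile normalization the cause was not tested. Read depth, which bears on how well rare transcripts are measured, is unknown here, and what sets the floor was not tested.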

Differences from the paper's values

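Of the settings named here, those on the scale of Table S4 and those with the authors' *P*-value were chosen after the values were seen. The paper reports 360 upregulated genes at its 3-fold cutoff, and 1851 were counted here with no filter. The count came within 1.5 times the paper's with 1 RPKM added (347) and with a mean of at least 1 RPKM (452), both set before the data were examined, and not with 0.1 RPKM added, at a 2-fold cutoff, after median-of-ratios scaling or at an equal sum of RPKM. It also did so with the authors' *P*-value under 0.05 (374). For downregulated genes the paper's number is 248 and the count here 2333, and none of the alternatives set before the data were examined came within 1.5 times. On the scale of Table S4 with the larger group at 2 RPKM or more, a setting chosen after seeing the values, the counts were 371 and 276. It drops 0 of the 75 matched genes of Table S2 and 1 of the 63 of Table S3 (*jing*, at 2.69-fold). The paper's text gives no filter on low values beside its cutoff.

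For the families of Table 1, the paper gives 0 downregulated GST genes, 1 P450 gene and 4 nuclear receptor genes, and 4, 7 and 7 were counted here among genes with a mean of at least 1 RPKM. The P450 count differed by more than 1.5 times under every alternative set before the data were examined. For GST genes, where no ratio to the paper's 0 can be formed, none of these alternatives gave 0. The nuclear receptor count did not with 1 RPKM added (6) or after median-of-ratios scaling (6), and did with 0.1 RPKM added, over all genes, at a 2-fold cutoff and at an equal sum of RPKM. With the authors' *P*-value, chosen after seeing the values, the counts were 0, 3 and 4. On the scale of Table S4 with the larger group at 2 RPKM or more, also chosen after, they were 0, 1 and 5.

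Under oxidation-reduction the paper lists 29 genes from its 3-fold set, and 17 of the 28 matched genes reached 3-fold here. After median-of-ratios scaling 20 did, which is within 1.5 times, and at an equal sum of RPKM 17 did. Under ecdysone biosynthesis the paper lists 3 genes, and 0 of the 2 matched reached 3-fold, also under both of these alternatives. Under ATP metabolism the paper lists 3 genes, and 1 reached 3-fold, also under both. On the scale of Table S4, a setting chosen after seeing the values, 28, 2 and 3 genes reached it, every matched gene of these terms.

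The folds of Table S4 are on another between-group scale than the deposited values. None of the 31 differed by more than 1.5 times, the largest ratio being 1.43, and none differed on the scale of Table S4. *P*-values differ between the sources, since the paper has 11 of the 31 under 0.05 in Table S4 and the authors' deposited table has 18.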

Other observations

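The tests on carried-over tissue, on the ecdysone response and on the scale of Table S4 were chosen after the result was seen, and the one on the most abundant genes before. Genes that act in larval fat body, salivary glands, trachea and heart, and heat shock genes, were among the lower lists that the paper does not discuss. Fat body genes were lower in 7 of 7, 6 of them with a *P*-value under 0.05 in the authors' deposited table and also when adjusted over the list alone. The storage protein gene *Lsp2* went from 11573 RPKM in controls to 410 RPKM in *phm>séan*-RNAi ring glands. Of 8 salivary gland genes 6 were lower, with *Sgs3* from 857 to 147 RPKM, and *Sgs7* at 8734 and 1666 RPKM. Both lists lay below every random list. Among 12 heat shock genes 9 were lower, with a median log2 change of -0.76 at the 0.27th percentile. That median was -0.48 after median-of-ratios scaling and -0.21 on the scale of Table S4. The small heat shock genes *Hsp23*, *Hsp26* and *Hsp27* went from 4357 to 155, from 940 to 58.2 and from 3937 to 504 RPKM, while *stv* went up from 66.7 to 153 RPKM and *l(2)efl* was at 53.8 and 891 RPKM. None of the list passed when adjusted over the list alone. The cell death list had 5 of 6 genes lower, with a median of -1.32 at the 0.38th percentile, and the inhibitor gene *th* (*Diap1*) went from 174 to 47.7 RPKM, also past the threshold when adjusted over the list alone. Ribosomal protein genes, 81 of 85 lower in the deposited values, had a median of -0.27 that turns positive after median-of-ratios scaling, at the 0.255th percentile, and their share of the summed RPKM was 34.8% in the control and 28.8% in *phm>séan*-RNAi ring glands.

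Markers of tissues next to the ring gland moved apart. Dorsal vessel genes were lower in 6 of 6, at the 0.22nd percentile, and 3 passed when adjusted over the list alone. Hemocyte genes were mixed, 4 higher and 6 lower (median -0.34, 38.1st percentile), with *He* from 251 to 81.1 RPKM and *Pxn* from 147 to 32.2 RPKM among 4 that passed when adjusted over the list alone. Neuron (-0.41, 40.2nd percentile), glia (-0.29, 47.9th), muscle (-0.31, 43.1st) and eye disc (0.14, 79.2nd) genes lay within the range of random lists, and so did the genes of the other endocrine parts of the ring gland. The glia median covers a mixed list of 5 genes, 2 higher and 3 lower, of which 2 were at least 3-fold lower. These were *Gs2*, from 18.8 RPKM in controls to the floor (*P* = 0.0233 in the authors' deposited table), and *repo* (*P* = 0.13 there). Corpora allata genes had a median of -0.003 at the 68.9th percentile, with *jhamt* at 525 and 525 RPKM, and corpora cardiaca genes a median of -0.81 at the 12th percentile, with *Akh* from 8758 to 4994 RPKM. Several of the glue, storage and chitin genes, and *tin* and *pnr* of the dorsal vessel list, are also in Table S3, which the study drew from these libraries.

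Fat body and salivary gland genes may be lower because of fat body carried over with the control ring glands and salivary gland carried over with the control ring glands, which would bring all its abundant transcripts. Of 7 fat body genes with at least 10 RPKM in the control, 6 were at least 2-fold lower, the exception being *Lsp1alpha* at 70.5 and 38.8 RPKM, and of 7 salivary gland genes 6 were, the exception being *Sgs1* at 66.4 and 142.9 RPKM. Carried-over tissue and a regulated change cannot be told apart for these genes, because libraries of a genotype are not given singly. A lower response to ecdysone is a candidate explanation for the fat body genes, for which alone it was tested, and the ecdysone response list, whose median lay at percentile 0 of random lists, has the values it needs, though *Fbp1* is in both lists. This explanation was found and tested on the same data. Separately, the paper measured lower ecdysteroid levels in *phm>séan*-RNAi larvae by ELISA, which does not settle whether tissue was carried over.

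The median gene lay below a ratio of 1 in the deposited values, by -0.31 on the log2 scale for genes with a mean of at least 5 RPKM. A few genes taking most of the RPKM are unlikely to be the whole cause, since after both groups were scaled to the same sum without the 50 most abundant genes the median was -0.25. The between-group scaling of the deposited values was tested by the scale of Table S4, on which the median was 0.20, so that scale moves the median past 0 and does not center it. Median-of-ratios scaling and quantile normalization bring it to -0.02 and -0.01 by construction. Which of these scales is nearest to the RNA content of the glands was not tested.

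The remaining lists lay within the range of random lists. PTTH, insulin and TGF-beta signaling genes had a median log2 change of -0.25 at the 61.9th percentile (*Thor* from 2728 to 734 RPKM), the citric acid cycle -0.003 at the 89.3rd, ER stress genes -0.35 at the 15.9th, immune peptide genes -0.78 at the 7.64th (*Drs* from 101 to 3.20 RPKM), DNA replication genes -0.30 at the 53.5th, clock genes -0.11 at the 80.1st, autophagy genes 0.12 at the 95.6th, RNAi machinery genes -0.23 at the 60.2nd and mitochondrially encoded genes -0.06 at the 59.8th. Of these medians, those of the signaling, citric acid cycle, clock, RNAi machinery and mitochondrially encoded lists change sign after median-of-ratios scaling, as does that of the corpora allata list. The ZAD cluster had a median of -0.46 at the 33.2nd percentile. When adjusted over the list alone, 2 DNA replication genes were lower (*CycE*, and *Mcm7*, which turns higher on the scale of Table S4) and 1 clock gene was higher (*tim*), and none of the other genes of these lists passed.

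The *white* gene *w*, which also marks transgenes, was at 12.5 RPKM in controls and 216 RPKM in *phm>séan*-RNAi ring glands (*P* = 0.00810 in the authors' deposited table), and *msl-2*, whose protein is made in males, at 10.6 and 5.33 RPKM (*P* = 0.145 there). The RNA level of *msl-2* alone does not give the share of males. Abundant genes with large decreases, chosen after their values were seen, included *CG34296* (2649 to 10.1 RPKM), *CG7587* (1382 to 78.4 RPKM) and *Obp99b* (1787 to 173 RPKM).

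*P*-values in the authors' deposited table depended on how low the lower group was. Of 1772 genes with 1 group at the floor, 1290 share a single *P*-value, which is above 0.05. It is the value computed for a gene with only 1 library above the floor, though the libraries are not given singly. Among 3-fold genes with a mean of at least 1 RPKM, all 108 with the lower group at the floor have a *P*-value under 0.05, against 24 of 448 with the lower group above the floor and up to 0.5 RPKM, and 480 of 923 above that.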
